# The Immune Heterogeneity Between Pulmonary Adenocarcinoma and Squamous Cell Carcinoma: A Comprehensive Analysis Based on lncRNA Model

**DOI:** 10.3389/fimmu.2021.547333

**Published:** 2021-07-29

**Authors:** Tao Yan, Guoyuan Ma, Kai Wang, Weidong Liu, Weiqing Zhong, Jiajun Du

**Keywords:** non-small cell lung cancer, squamous cell carcinoma, adenocarcinoma, immune, long non-coding RNAs

## Abstract

Adenocarcinoma (AD) and squamous cell carcinoma (SCC) are both classified as major forms of non-small cell lung cancer, but differences in clinical prognoses and molecular mechanisms are remarkable. Recent studies have supported the importance of understanding immune status in that it influences clinical outcomes of cancer, and immunotherapies based on the theory of “immune editing” have had notable clinical success. Our study aimed to identify specific long non-coding (lnc) RNAs that control key immune-related genes and to use them to construct risk models for AD and SCC. Risk scores were used to separate patients into high- and low-risk groups, and we validated the prognostic significance of both risk scores with our own cohorts. A Gene Set Enrichment Analysis suggested that the immune responses of patients in the AD high-risk group and the SCC low-risk group tended to be weakened. Evaluation of immune infiltration revealed that the degree of infiltration of dendritic cells is of particular importance in AD. In addition, prediction of responses to immune checkpoint inhibitor (ICI) treatments, based on the T Cell Immune Dysfunction and Exclusion and immunophenoscore models, indicated that deterioration of the immune microenvironment is due mainly to T cell exclusion in AD patients and T cell dysfunction in SCC patients and that high-risk patients with SCC might benefit from ICI treatment. The prediction of downstream targets *via* The Cancer Proteome Atlas and RNA-seq analyses of a transfected lung cancer cell line indicated that the lncRNA LINC00996 is a potential therapeutic target in AD.

## Introduction

Lung cancer ranks first in mortality among malignant tumors (1). More than 80% of lung cancer patients suffer from non-small cell lung cancer (NSCLC), which is classified into three pathological types: adenocarcinoma (AD), squamous cell carcinoma (SCC), and large cell carcinoma (2, 3). As the major pathological type of NSCLC, AD accounts for approximately 50% of NSCLC cases, while the share of SCC is approximately 40% (4, 5).

There are important differences between AD and SCC (1, 6). SCC is characterized by slower growth, a longer course, later metastasis, and higher 5-year survival rate after early surgery (7, 8). Accordingly, as compared with AD, the degree of malignancy of SCC is lower, and prognoses of patients tend to be better (1, 9–11). In recent years, with the rise of individualized treatment, more and more research has focused on the differences between AD and SCC (6, 12, 13). For instance, Lai-Goldman and colleagues have noted significant differences in tumor immunity among subtypes of AD and SCC (6). Thus, it can be seen that research on both AD and SCC is critical to the development of effective therapies for lung cancer.

The growing field of tumor immunology represents a possible source of therapies that can target characteristics of the diverse forms of NSCLC. From the proposal of “immune surveillance” in 1909 to the establishment of the theory of “immune editing” in 2014, the exploration of tumor immunology has been occurring for more than 100 years (14). Recent advances, though, have finally moved the field into clinical practice. Based on the state of human immunodeficiency during the tumor escape phase, many immune-checkpoint inhibitors (ICIs) have been introduced and have become mainstays of immunotherapy. These drugs include anti-programmed death-1 (PD-1) and anti-cytotoxic T-lymphocyte antigen 4 (CTLA-4) antibodies (15, 16). In particular, the combined application of ICIs and traditional radiochemotherapy has been shown to improve the survival rate of patients with lung cancer (15). However, relatively low tumor immunogenicity and other characteristics of the immunosuppressive tumor microenvironment that lead to insufficient T cell infiltration responses are a challenge in the field of ICI therapy (17–20).

To address these challenges, chemotherapy drugs based on “immunogenic cell death” (ICD), such as oxaliplatin and doxorubicin, have come into the fields of vision of researchers. ICD-based drugs induce antigen-presenting dendritic cells (DCs) to engulf dying tumor cells. Antigens presented by the DC then recruit cytotoxic T lymphocytes (CTLs) to kill the tumor cells (21, 22). ICD therapy has contributed to the enriching of the theory of immunotherapy, and, in the clinic, it has provided a mechanism to facilitate the killing of drug-resistant tumor cells, including those of NSCLC (23, 24).

The immune status of a tumor is likely to be a key factor influencing efficacy of immunotherapy, which in turn will affect the prognosis of the patient. According to the theory of immune editing, the mechanism of tumor survival during the escape phase involves several factors. One such factor is a weakened immune recognition, which can involve the loss of specific tumor antigens that are necessary to promote ICD. Another factor that may enhance survival at this point is the reinforcement of resistance or survival mechanisms, such as increased expression of signal transducer and activator of transcription 3 or the construction of an immunosuppressive tumor microenvironment. This latter case can involve the production of cytokines, such as vascular endothelial growth factor or transforming growth factor *β* or immunoregulatory molecules such as indoleamine 2,3-dioxygenase or PD-1/PD-L1, which are targets of ICIs (14).

Non-coding genes, which constitute 98.5% of the human genome, have been proven to play important roles in regulating many cellular processes (3), including immune functions. Long non-coding RNA (lncRNA) is a prominent product of non-coding genes and control gene expression at the levels of chromatin organization, transcription, and post-transcription (25). Various lncRNAs have been shown to be involved in various aspects of tumor immunology, including the immune microenvironment and immune cell infiltration (26–29). Thus, a lot of research has focused on roles of immune-related lncRNAs in multiple types of carcinomas, such as glioma, breast cancer, bladder cancer, and hepatocellular carcinoma (30–34). Sun et al. have also developed a model of immune-related lncRNAs in non-solid tumors (35). The achievements of these predecessors indicate the powerful potential and broad prospects of the immune-related lncRNA model.

Our research aims to identify significant immune-related RNAs in NSCLC from the Cancer Genome Atlas (TCGA) database to study differences of immune status between AD and SCC patients. Based on risk scores determined from a model based on expression of various lncRNAs, we compared populations of AD and SCC patients who would likely benefit from ICI treatment *via* their T cell immune dysfunction and exclusion (TIDE) and immunophenoscore (IPS). Furthermore, RNA-seq analysis and prediction of downstream protein targets were performed for notable lncRNAs.

## Materials and Methods

### Preparation and Downloading of Published Data

Files containing the clinical information and gene expression profiles of patients with AD and SCC were downloaded from TCGA (https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga/using-tcga/citing-tcga). Normal samples were excluded, leaving only cancer-related data for subsequent research. AD- and SCC-related proteomics data that corresponded to TCGA patient data were downloaded from the Cancer Proteome Atlas (TCPA) (https://tcpaportal.org/tcpa/credits.html).

The validation cohort consisted of 22 patients with SCC and 24 patients with AD, which all underwent surgery at Department of Thoracic Surgery, Shandong Provincial Hospital. The Biomedical Research Ethics Committee of Shandong Provincial Hospital approved this research (SWYX: NO.2020-256). It was performed based on the Declaration of Helsinki and Good Clinical Practice guidelines, as defined by the International Conference on Harmonization.

### Search for Immune-Related lncRNAs

The “Immune Response” gene set from Gene Set Enrichment Analysis (GSEA, https://www.gsea-msigdb.org/gsea/index.jsp) includes 235 genes. The function of those genes is to control immune processes to protect the organism from any biological threat. As a complement, there were 332 genes involved in the “Immune System Process” set, which additionally covers genes related to the development or functioning of the immune system. By correlation analysis to the genes from abovementioned sets, we selected the lncRNAs with a Person coefficient of more than 0.4 and a *p*-value less than 0.05 for model construction (32). Other lists of immune-related genes were download from Immport (https://www.immport.org/) (36) and The Cancer Immunome Atlas (TCIA).

### Survival Analysis and Construction of Risk Model

Only patients with OS more than one month were chosen for survival analysis, which was performed with the R package “Survival.” The clinical information of patients involved in the research is provided in **Supplementary Table S1**. After combining gene expression and clinical information, univariate and multivariate Cox analyses were performed to identify immune-related lncRNAs with prognostic significance, which made up the risk model. The risk score was calculated *via* this formula (30): $\text{Risk core}={\text{Σ}}_{i=1}^{n}\text{ coe}{\text{f}}_{i}*\text{lncRN}{\text{A}}_{\text{i}}\text{ expression}$

The boundary point of age was calculated by SPSS 24. Area Under Curve (AUC) and C-index calculations were performed with the R packages “survivalROC” and “survcomp”. The nomogram was built based on the R package “rms.” The principal component analysis (PCA) was performed with the R package “scatterplot3d”.

### Assessment of Immune Cell Infiltration Into Cancer Tissues

The fraction of immune cell was calculated by CIBERSORT algorithm (37). There were 22 types of immune cells involved in the evaluation: naïve B cells, memory B cells, plasma cells, CD8+ T cells, naïve CD4+ T cells, resting memory CD4+ T cells, activated memory CD4+ T cells, follicular helper T cells, regulatory T (Treg) cells, gamma delta T cells, resting natural killer (NK) cells, activated NK cells, monocytes, M0 macrophages, M1 macrophages, M2 macrophages, resting dendritic cells, activated dendritic cells, resting mast cells, activated mast cells, eosinophils, and neutrophils. The violin illustration was drawn with the R package “V”.

### Drawing of lncRNA-Gene and lncRNA–Protein Correlation Networks

A correlation analysis was performed as described above, except that when correlation of lncRNA between proteomes was involved, the standard was changed so that a coefficient greater than 0.3 and *p*-value less than 0.05 were considered relevant. The Sanquito diagram was constructed based on the R packages “ggplot2” and “ggalluvial.” The network was built with Cytoscape v3.7.1.

### Quantitative Real-Time PCR

Total RNA of carcinoid tissues was extracted with Trizol reagent (Lot A2A0209, ADurate Biotechnology, China) and evaluated *via* Nanodrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA). A reverse transcription kit (A2A1386) was provided by ADurate Biotechnology (Human) Co. (China). The sequences of primers are in **Supplementary Table S2**. Real-time PCR was performed on a LightCycler 480 II (Roche, Basel, Switzerland) with the SYBR Green system (Lot A2A1436, ADurate Biotechnology).

### Cell Culture, Transfection, and RNA-Seq Analysis

NSCLC cell line A549 (Procell CL-0016) was provided by Procell Life Science & Technology Co. Cells were cultured in Roswell Park Memorial Institute 1640 media (RPMI 1640; Gibco, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS Lot 1742862, Biological Industries, Beit HaEmek, Israel) and incubated at 37°C and 5% CO_2_. The transfection reagent was jetPRIME^®^ (Lot 22Y0302M15; Polyplus-transfection, Illkirch-Graffenstaden, France), and plasmids that direct the overexpression of LINC00996 (Ecoli_VB210422-1050dqh) and AP001189.3 (Ecoli_VB210422-1048dqh) were customized by VectorBuilder. After transfection, cellular RNA was extracted *via* Trizol, and samples were sent to Novogene Co., LTD (Beijing, China) for RNA-seq analysis. A detailed protocol is provided in **Supplementary Information**.

### Prediction of Response to ICI Treatment

IPS data of patients from the TCGA database was downloaded from TCIA, and this information was applied to quantify tumor immunogenicity. In this model, a higher score means that a patient was more likely to be sensitive to treatment with ICIs (38). T cell immune dysfunction and exclusion (TIDE) analysis was used to predict whether patients would benefit from ICIs based on CTL status, including T cell exclusion and T cell dysfunction (39). Here, a high score means a less favorable tumor immune environment (TIM). Preparation files were obtained from the University of California at Santa Cruz (UCSC) and normalized (40).

### Software and Statistical Analysis

All R packages were run under the R 3.6.1 (The R Foundation for Statistical Computing, Vienna, Austria) environment. Some statistical analyses were performed with SPSS 24 (SPSS Inc, Chicago, IL). Values of *p* < 0.05 were considered to be statistically significant.

## Results

### Immune-Related LncRNAs Found in NSCLC

In referring to the gene sets called “immune response” and “immune system progress” from GSEA, we searched for associated lncRNAs with Pearson correlation coefficients of at least 0.4 and values of *p* less than 0.05 in AD and SCC patients upon comparison of cancerous tissues to non-cancerous tissues. There were 1,124 eligible lncRNAs found in lung AD, and the number was reduced to 574 for SCC. We used a univariate Cox analysis and identified lncRNAs with significant prognostic value for the two main types of NSCLC (**Figures 1A, B**).

**Figure 1:**
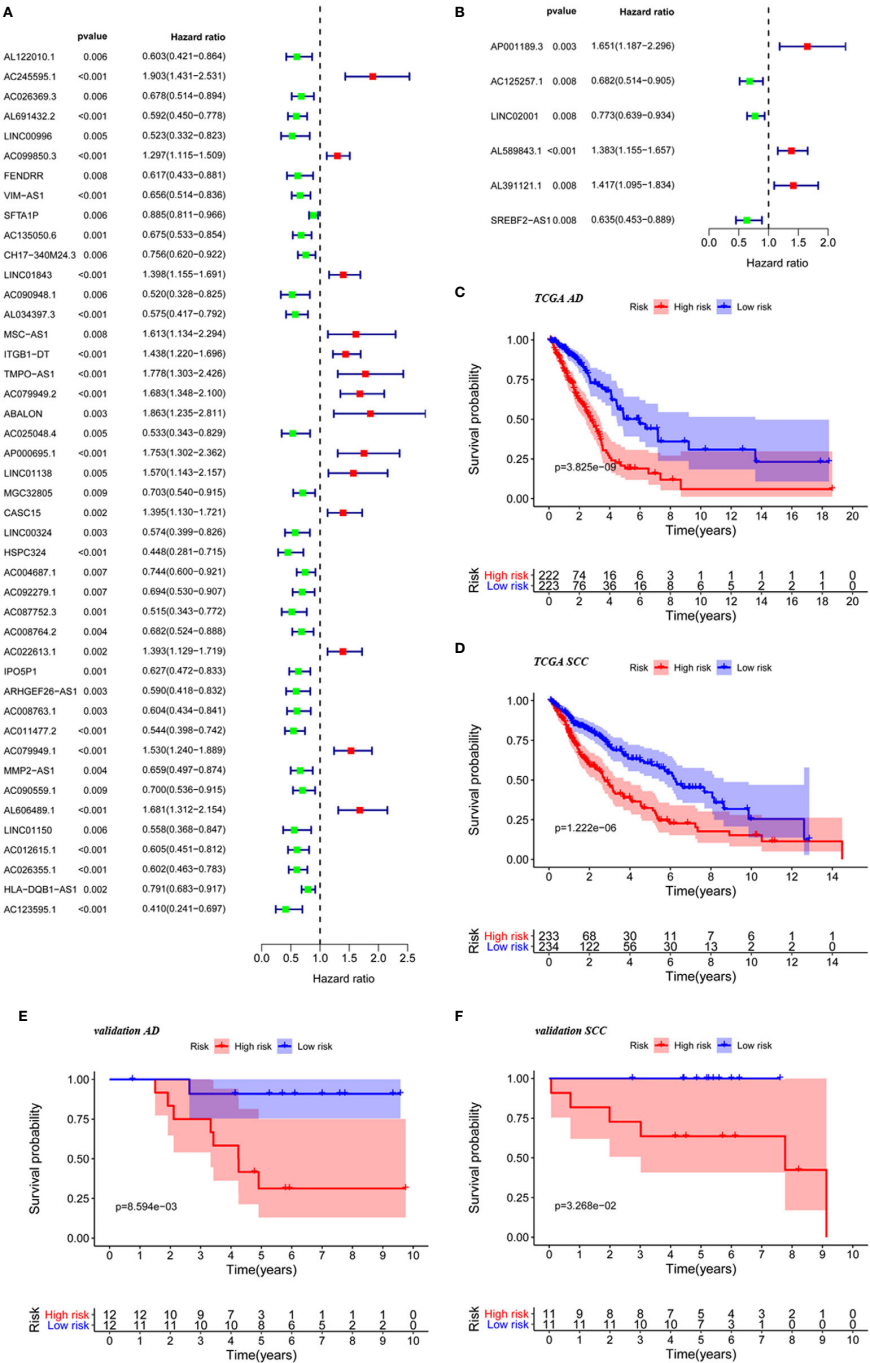
The construction of risk score based on significant lncRNAs. Immune-related lncRNAs selected by univariate Cox analysis for TCGA AD patients **(A)** and TCGA SCC patients **(B)**. KM curve for TCGA AD patients **(C)**, TCGA SCC patients **(D)**, AD patients from validation cohorts **(E)** and SCC patients from validation cohort **(F)** in low-risk group and high group based on the risk score.

### Construction of Prognostic Model Based on Identified lncRNAs

A multivariate Cox analysis demonstrated that 12 LncRNAs for AD and 4 lncRNAs for SCC were fit to build the prognostic models (**Table 1**). A risk score was calculated according to the expression of these lncRNAs. The risk score for AD patients is defined according to the following equation, where relative lncRNA expression is noted with the relevant gene symbol: risk score (AD) = 0.3292 × AC245595.1 − 0.7741 × LINC00996 + 0.2592 × VIM − AS1 + 0.1354 × SFTA1P + 0.4720 × MSC − AS1 + 0.5041 * TMPO − AS1 + 0.4536 × ABALON + 0.36102 × AL606489.1 − 0.5293 × AC025048.4 + 0.5714 × LINC01138 − 0.2651 × IPO5P1 − 0.3861 × AC008763.1 − 0.3246 × AC026355.1 − 0.5747 × AC123595.1. The risk score for SCC patients is defined as 0.2936 × AP001189.3 + 0.2957 × AL589843.1 + 0.2409 × AL391121.1 − 0.3406 × SREBF2 − AS1.

**Table 1:** The significant LncRNAs screened *via* multiple Cox analysis for AD and SCC patients.

id	coef	HR	HR.95L	HR.95H	pvalue	cancer type
AC245595.1	0.329165921	1.389808435	1.032339779	1.871057887	0.030024749	AD
LINC00996	-0.774050359	0.461141492	0.274489195	0.77471711	0.003452225	
VIM-AS1	0.259247694	1.295954766	0.942574454	1.781820785	0.110510674	
SFTA1P	0.135422567	1.14502053	1.024648686	1.279533203	0.016865123	
MSC-AS1	0.472010646	1.603214451	1.098882381	2.339009724	0.014315352	
TMPO-AS1	0.504108967	1.65550975	1.078766249	2.540599072	0.021058957	
ABALON	0.453594618	1.573959813	0.965852294	2.564936179	0.068680403	
AC025048.4	-0.529348003	0.588988864	0.360466006	0.962387231	0.034600822	
LINC01138	0.571431248	1.770799691	1.226078075	2.557530072	0.002313998	
IPO5P1	-0.265163082	0.767080843	0.544994777	1.079667263	0.128400874	
AC008763.1	-0.386147513	0.679670258	0.452168184	1.021636806	0.063308276	
AL606489.1	0.361023263	1.434796838	1.081196869	1.904039889	0.012393827	
AC026355.1	-0.324603369	0.722813987	0.546493021	0.956023297	0.022894816	
AC123595.1	-0.574737554	0.562852568	0.330956606	0.957234294	0.033898149	
AP001189.3	0.293555222	1.34118724	0.935246211	1.923325848	0.110489673	SCC
AL589843.1	0.295670837	1.344027679	1.116320175	1.618183066	0.001797664	
AL391121.1	0.240903116	1.272397754	0.954266017	1.69658776	0.100783269	
SREBF2-AS1	-0.340606956	0.71133844	0.504721264	1.002538257	0.051716718	

Survival analysis using groups defined with these risk scores revealed that significant differences existed between high- and low-risk groups for AD (*p* < 0.001) and SCC (*p* < 0.001) as shown in **Figures 1C, D**. Further supporting the validity of these models, five-year survival rates for AD were 20.75% in the high-risk group and 50.10% in the low-risk group, and five-year survival rates for AD were 32.30% in the high-risk group and 60.70% in the low-risk group. Furthermore, the prognostic significance of the risk score also validated by analysis of our own AD and SCC cohorts (**Figures 1E, F**) (*p* < 0.05 in both cases).

The populations were sorted from low to high according to the risk score and were divided into two groups (**Figures 2C, F**). The differences in expression of model lncRNAs are shown in **Figure 2A** for AD and **Figure 2D** for SCC. It is clear that some lncRNAs were enriched in the low-risk group. Enriched lncRNAs included IPO5P1, AC008763.1, AC026355.1, and AC123595.1 in AD and SREBF2-AS1 in SCC. Scatter plots identified that death toll increased with higher risk score, while the survival time was inversely related to risk score the (**Figures 2B, E**).

**Figure 2:**
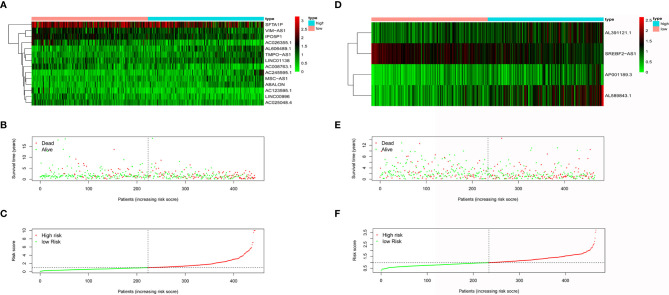
The effectiveness evaluation of risk score. Heatmap of model lncRNAs expression level for AD patients **(A)** and SCC patients **(D)** in low-risk group and high group. Survival condition of AD patients **(B)** and SCC patients **(E)** in low-risk group and high group. Risk score curve of AD patients **(C)** and SCC patients **(F)** in low-risk group and high group.

### Evaluation of Immune-Related lncRNA Models

Although the Kaplan–Meier curve indicated significant differences in survival between the high-risk and low-risk groups (**Figures 1C, D**), we attempted to assess the predictive ability of the models in AD and SCC patients. A univariate Cox analysis showed that age (AD: *p* = 0.004, SCC: *p* = 0.050), stage (AD: *p* < 0.001, SCC: *p* = 0.005), tumor stage (AD: *p* < 0.001, p-value _SCC_=0.011), nodes (AD: *p* < 0.001) and risk score (AD: *p* < 0.001, SCC: *p* < 0.001) had prognostic significance to overall survival (**Figures 3A, D**). After multivariate analysis (**Figures 3B, E**), the included factors were limited to age (AD: *p* = 0.049, SCC: *p* = 0.017), stage (AD: *p* = 0.008), and risk score (AD: *p* < 0.001, SCC: *p* < 0.001).

**Figure 3:**
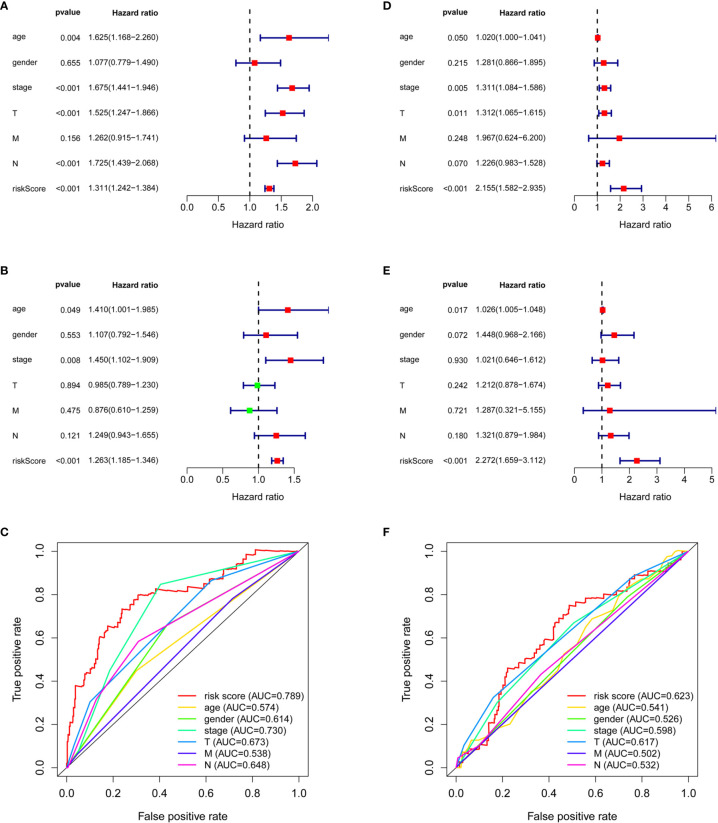
The comparison between risk score and clinical factors. Univariate Cox analysis on clinical factors and risk score for AD patients **(A)** and SCC patients **(D)**. Multivariate Cox analysis on clinical factors and risk score for AD patients **(B)** and SCC patients **(E)**. ROC curves of clinical factors and risk score for AD patients **(C)** and SCC patients **(F)**.

It was surprising that the hazard ratio (HR) of the risk score in SCC patients was quite large: 2.155 (1.582–2.935, 95% CI) in the univariate analysis and 2.272 (1.659–3.112, 95% CI) in the multivariate analysis. The HR of the risk score in AD patients was relatively small, 1.311 (1.242–1.384, 95% CI) by univariate analysis and 1.263 (1.185–1.346, 95% CI) by multivariate analysis, even though there were additional independent prognostic factors, such as age and stage, for AD. These additional factors had strong HR values, 1.410 (1.001–1.985, 95% CI) and 1.450 (1.102–1.909, 95% CI), but the large confidence intervals weakened their impact (**Figures 3B, E**).

Importantly, the risk score possessed the highest AUC, 0.789 in AD patients and 0.623 in SCC patients, as compared with age (AUC_AD_ = 0.574, AUC_SCC_ = 0.541), gender (AUC_AD_ = 0.614, AUC_SCC_ = 0.526), stage (AUC_AD_ = 0.730, AUC_SCC_ = 0.598), tumor stage (AUC_AD_ = 0.673, AUC_SCC_ = 0.617), nodes (AUC_AD_ = 0.648, AUC_SCC_ = 0.532), and metastases (AUC_AD_ = 0.538, AUC_SCC_ = 0.502) (**Figures 3C, F**). The C-index of the risk score was 0.712 (95% CI: 0.663–0.760, *p* < 0.001) in AD patients and was 0.616 (95% CI: 0.571–0.661, *p* < 0.001) in SCC.

### Application of the Model in Clinical Prediction and Immune Status

Compared with protein coding genes, immune-related genes and immune-related lncRNAs (**Supplementary Figure S1**), model lncRNAs held a stronger ability to distinguish high- and low-risk groups, which was demonstrated by PCA analysis of AD patients (**Figure 4A**) and SCC patients (**Figure 4B**). To expand the clinical applications of the model and predict the 1- to 3-year survival rate of lung cancer patients, we therefore combined age, stage, and other factors to build a nomogram on the basis of risk score (**Figures 4C, D**).

**Figure 4:**
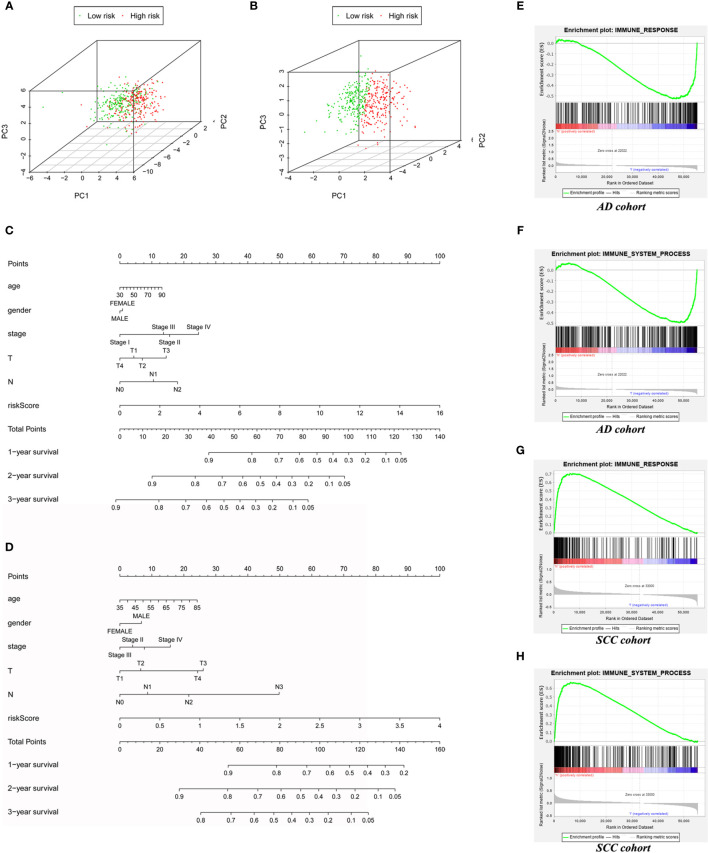
The expand application of risk score in prognostic prediction and immune status assessment. The PCA based on AD immune-related LncRNAs model **(A)** and SCC’s **(B)** to test the discrimination between low-risk and high-risk patients. **(C)** The Nomogram for AD cohort **(C)** and SCC cohort **(D)** to predict 1-year, 2-year and 3-year prognosis. **(E)** The GSEA based on “immune response” gene set for AD patients. **(F)** The GSEA based on “immune system process” gene set for AD patients. **(G)** The GSEA based on “immune response” gene set for SCC patients. **(H)** The GSEA based on “immune system process” gene set for SCC patients.

Interestingly, although immune-associated GSEA enrichment analyses of the “immune system process” set (AD: *p* = 0.029, SCC: *p* < 0.001) and “immune response” set (AD: *p* = 0.046, SCC: *p* < 0.001) demonstrated statistical significance in comparison to high- and low-risk groups of both AD and SCC patients, the actual results in these two carcinomas were in opposition. In the low-risk group of AD patients, the two sets of genes, immune response, and immune system, were enriched (**Figures 4E, F**). In contrast, these sets of genes were enriched in the high-risk group of SCC patients (**Figures 4G, H**). Thus, the role of the immune system in different tumors seems to vary, even if the primary organs are same.

Analysis with the CIBERSORT program revealed that the distribution of resting dendritic cells (*p* < 0.001), activated memory CD4 T cells (*p* = 0.009), M0 macrophages (*p* = 0.004), M2 macrophages (*p* = 0.004), and resting mast cells (*p* = 0.001) had statistical significance in AD samples (**Figure 5A**). However, for SCC patients, only resting memory CD4 T cells (*p* = 0.002), follicular helper T cells (*p* = 0.045), resting mast cells (*p* = 0.042), activated mast cells (*p* = 0.023), and neutrophils (*p* = 0.019) were worthy of note (**Figure 5B**).

**Figure 5:**
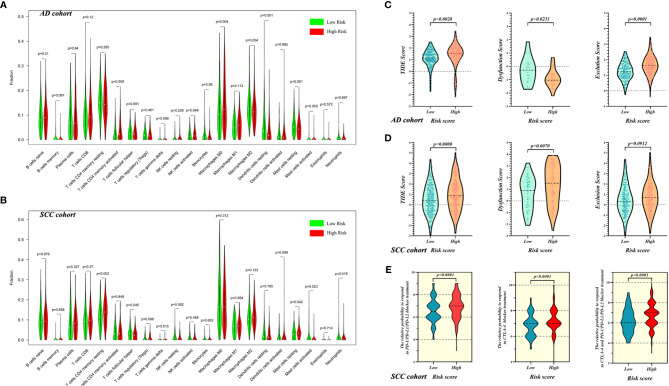
The evaluation of immune microenvironment in high- and low-risk patients with AD and SCC. The evaluation of immune cell infiltration for AD cohort **(A)** and SCC cohort **(B)**. The evaluation of tumor immune microenvironment based on TIDE for AD cohort **(C)** and SCC cohort **(D)**, and the grading system contain TIDE score, T cell Dysfunction Score and Exclusion Score. **(E)** The prediction of response to ICI treatment for SCC patients in high- and low-risk groups.

In addition to evaluation of infiltrated immune cells, we used TIDE to explore the differences of immune status between high- and low-risk groups of AD and SCC patients. For AD patients, **Figure 5C** shows that the TIM of the high-risk group was worse than the low-risk group (mean TIDE score of high-risk = 1.354, mean TIDE score of low-risk = 1.102; *p* = 0.0028) and that T cell exclusion was the main reason for the difference (*p* < 0.0001). Similarly, SCC patients in the high-risk group possessed worse TIM than did patients in the low-risk group (mean TIDE score of high-risk = 0.9588, mean TIDE score of low-risk = 0.5061; *p* = 0.0008), but here, T cell dysfunction was the main reason contributing to the difference (*p* = 0.0070, **Figure 5D**).

Furthermore, as shown in **Figure 5E**, the prediction of responses to ICI treatment showed that compared with low-risk SCC patients, high-risk patients with SCC would be more sensitive to PD-1/PD-L1/PD-L2 blocker (IPS of high-risk = 6.961 and IPS of low-risk = 6.556; *p* < 0.0001), CTLA-4 blocker (IPS of high-risk = 7.262 and IPS of low-risk = 6.850; *p* < 0.0001) and combination therapy of both (IPS of high-risk = 6.738 and IPS of low-risk = 6.197; *p* < 0.0001).

Cross table analysis indicated that more patients at stages II, III and IV were in the high-risk group in the AD cohort, while the patients in stage I were significantly more likely to be assigned to the low-risk group (*p* < 0.05, **Supplementary Table S3**). However, this potential clinical relevance was not seen in SCC patient data (**Supplementary Table S4**).

### Clinical Relevance of Model lncRNAs

The above results demonstrated the practicability and effectiveness of the prognostic model. Next, our work focused on the exploration of the individual lncRNAs constituting the model.

AD-related results are shown in **Figure 6**. **Figure 6A** exhibited that the expression of MSC-AS1 (*p* < 0.05) was lower in a group consisting of older patients than in the younger group. In females, expression levels of LINC00996 (*p* < 0.05) and VIM-AS1 (*p* < 0.01) were higher (**Figure 6B**). The data displayed in **Figure 6C** indicates that the expression levels of AC008763.1 (*p* < 0.001), IPO5P1 *(p <* 0.05), LINC00996 *(p <* 0.05), and VIM-AS1 (*p* < 0.001) were negatively related with rising stage, though it should be noted that due to the small number of samples at tumor stage 4, bias might have occurred. The expression of AC008763.1 (*p* < 0.001), AC025048.4 (*p* < 0.05), AC123595.1 (*p* < 0.05), IPO5P1 (*p* < 0.001), LINC00996 (*p* < 0.001), SFTA1P (*p* < 0.05) and VIM-AS1 (*p* < 0.001) tended to decrease as the tumor progressed, with the data from tumor stage 4 ignored (**Figure 6D**).

**Figure 6:**
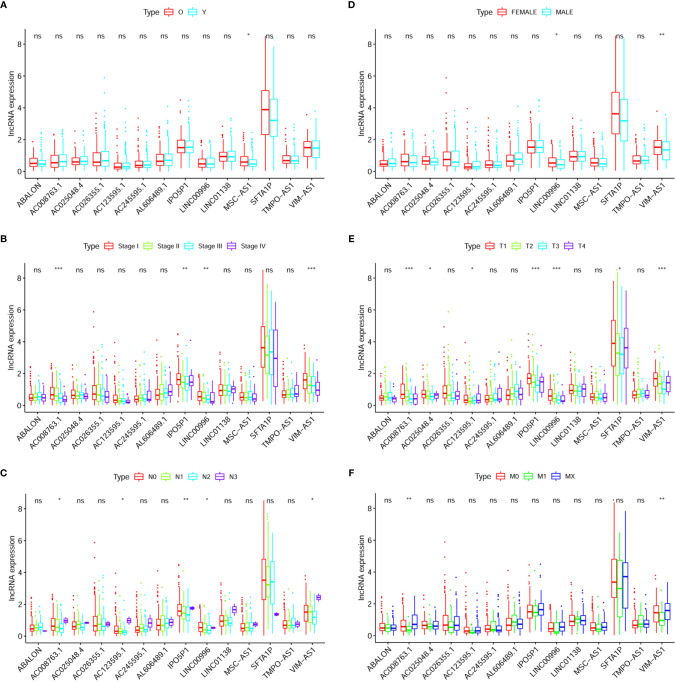
Clinical correlation analysis between expression of LncRNA and prognostic factors of AD patients: Age **(A)**, Gender **(B)**, Stage **(C)**, T **(D)**, N **(E)**, M **(F)**. The “*” means that p < 0.05. The “**” means that p < 0.01. The “***” means that p < 0.001; ns, no significance.

As the N stage changes (N3 samples were rare and not included), the difference in expression of these RNAs was statistically significant: AC008763.1 (*p* < 0.001), AC123595.1 (*p* < 0.05), IPO5P1 (*p* < 0.01), LINC00996 (*p* < 0.05), and VIM-AS1 (*p* < 0.05) (**Figure 6E**). The expression levels of AC008763.1 (*p* < 0.01) and VIM-AS1 (*p* < 0.01) were significantly lower in the M1 group than in the M0 group and MX group (**Figure 6F**).

In SCC patients, only the expression of AL589843.1 was positively correlated with cancer metastasis *(p <* 0.05; **Supplementary Figure S2E**). Other differences were not statistically significant.

### RNA-Seq Analysis Based on A549 Cells Overexpressing LINC00996

The correlation between model lncRNAs and immune-related gene is exhibited in **Supplementary Figure 3** for SCC patients and **Supplementary Figures S4**, **S5** for AD patients. According to the numbers of correlated genes, long intergenic non-protein coding RNA 996 (LINC00996) was selected for proteomics analysis in AD. As shown in **Supplementary Figure S5**, PD-L1, LCK, and SYK were potential targets of LINC00996 (cor > 0.3, *p* < 0.001).

Given that LINC00996 had shown potential as a target for AD treatment, we extracted total RNA from transfected A549 overexpressing LINC00996 (**Supplementary Figure S6**) and performed RNA-seq analysis with PC3.1-transfected A549 as a control. 

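A549 is an established lung cancer cell line. The deposited RNA-seq data hold 3 libraries of A549 transfected with the control plasmid and 3 of A549 transfected with a plasmid that directs the overexpression of LINC00996. A further 3 libraries come from A549 transfected with an AP001189.3 plasmid. According to Data Sheet 3, reads of 150 bp were aligned with Hisat2 2.0.5 and counted on each gene with featureCounts 1.5.0-p3, and the authors deposited the counts without normalization. The counts of a library summed to between 15272450 and 18125447, with a median of 17062469 in the control group and 18047062 in the LINC00996 group. From these counts, groups were compared here by edgeR's quasi-likelihood test after TMM normalization, using the 6 libraries of each comparison and the genes that passed edgeR's filterByExpr. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and values per library are given as CPM, which are counts scaled to the size of the library. LINC00996 (ENSG00000242258) is annotated as a lincRNA on the plus strand of chromosome 7 of GRCh38, from 150433654 to 150448140. It had 9, 8 and 4 counts in the control libraries and 5239, 4373 and 5952 in the libraries with the LINC00996 plasmid. Its level was 0.419 ± 0.164 CPM (SD, n = 3) in the control group and 295 ± 23.5 CPM (SD, n = 3) in the LINC00996 group, a 705-fold difference. The log2 fold change was 9.44 (standard error 0.19, adjusted p = 3.86e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 9.14 and 9.65. In the AP001189.3 libraries, LINC00996 stood at 0.471 ± 0.0149 CPM (SD, n = 3). The counts do not separate transcripts of the plasmid from those of the gene on chromosome 7.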

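Within each group, every pair of replicate libraries was compared by the chi-square value per gene of their counts, for which counting noise alone gives about 1. The control replicates differed by 3.39 to 7.32 per gene. LINC00996 replicates 2 and 3 differed by 3.32 per gene, while replicate 1 differed from them by 22.4 and 33.3. The rank correlation across genes, which are not independent replicates, was 0.994 between LINC00996 replicates 2 and 3 and 0.983 to 0.987 between each of them and replicate 1. The levels of genes in a library relative to the mean of the 9 libraries were also related to GC content, with Spearman's rho across 16560 genes of 0.43 in LINC00996 replicate 1. The other LINC00996 replicates had -0.24 and -0.42, and the control replicates between -0.28 and -0.0036. The labels name no sequencing batch that separates replicate 1 from the others.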

Extractions and analyses of both the control group and the experimental group were performed in triplicate. 

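Of the 16097 genes tested, 3588 were DEGs at an adjusted p under 0.05 in A549 overexpressing LINC00996 against the control group. Of these, 1722 were higher and 1866 were lower with LINC00996, and the median absolute log2 fold change was 0.60. With library size alone in place of TMM normalization, 2006 were higher and 1669 lower. More DEGs were also higher than lower with no filter on low counts and with an offset for gene length, transcript length or GC content, so which direction held more DEGs depended on such choices. An absolute log2 fold change of at least 1 was reached by 759 DEGs, 275 of them higher and 484 lower. The alternative that moved the count most was DESeq2 with this same pair of thresholds, which gave 679. Leaving out LINC00996 replicate 1 raised the count to 5481, and leaving out a control replicate lowered it to 2094, 1925 or 2162. In 6511 of the tested genes (40.4%) the 3 values of each group did not overlap, against 10% by chance. Among the DEGs with an absolute log2 fold change of at least 1 and no overlap between groups, the smallest adjusted p among genes that fell belonged to CCL5 (ENSG00000271503), on chromosome 17 of GRCh38 from 35871491 to 35880793. Its level was 1202 ± 115 CPM (SD, n = 3) in the control group and 121 ± 11.5 CPM (SD, n = 3) with LINC00996. The log2 fold change was -3.32 (standard error 0.11, adjusted p = 9.19e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next genes that fell were MUC16 (log2 fold change -2.69), HLA-B (-2.27), TRIM31 (-2.16) and IGFBP1 (-1.83). HLA-B overlaps HLA-C in the annotation and has close paralogs, so its counts are uncertain. Apart from LINC00996 itself, the smallest adjusted p among genes that rose in the same way belonged to MT-CO3 (ENSG00000198938), on the mitochondrial chromosome from 9207 to 9990. It went from 2928 ± 306 CPM (SD, n = 3) to 7343 ± 459 CPM (SD, n = 3), a log2 fold change of 1.33 (standard error 0.09, adjusted p = 2.88e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next were HSPE1 (log2 fold change 1.52), RPL22 (1.18), ALDH7A1 (1.07) and ZWINT (1.21). Counts of HSPE1, RPL22 and ALDH7A1 are uncertain because the annotation names 26, 22 and 4 pseudogene copies of them. All 10 of these genes stayed past the threshold in the same direction with each of the 6 libraries left out in turn.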

There were 1,014 differentially expressed genes (DEGs) found; 639 of these DEGs were downregulated (**Figure 7A**). We downloaded immune-related gene lists from TCIA, Immport, and GSEA, and a Venn diagram analysis indicated that 178 DEGs were immune-related (**Figure 7B**). 

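The TCIA, ImmPort and GSEA gene lists were not used here. As a substitute, protein-coding genes were counted as immune when their annotated description named, for example, an interferon, interleukin, chemokine, histocompatibility, complement or tumor necrosis factor gene. Of 13380 tested protein-coding genes with a description, 337 (2.52%) were immune in this sense. Among the 3316 protein-coding DEGs the number was 161 (4.86%), an odds ratio of 2.87 (95% confidence interval 2.29 to 3.58, two-sided Fisher's exact test, p = 2.31e-20). The test treats genes as independent, which coregulated immune genes are not. Of the 161 immune DEGs, 145 were lower and 16 were higher with LINC00996. Adjusted over the list alone, 186 of the 337 genes passed an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved the odds ratio most was the added threshold of an absolute log2 fold change of at least 1, which gave 7.68, and DESeq2 gave 1.80. The DESeq2 value also has a wider background, which includes genes with counts that fell under edgeR's filter.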

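Genes of the interferon response, of NF-kB signaling and of cytokines were followed as sets in the same 6 libraries, since the GSEA gene sets were not used here. The sets were written after the top of the paper's table of DEGs had been read, so they are not independent of these libraries. Each was tested with limma's camera on log2 CPM at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 11 sets. The 60 interferon-stimulated genes had a median log2 fold change of -0.66 with LINC00996, against 0.01 for all tested genes, and 57 of them were lower (camera, adjusted p = 2.70e-20). Leaving out LINC00996 replicate 1 moved this median most, to -0.62, and among the other alternatives a gene-length offset did, also to -0.62. By single genes, 46 were DEGs, all 46 lower, and 50 passed when adjusted over the list alone. The members with the smallest adjusted p were OASL (log2 fold change -1.54), XAF1 (-1.47) and IFIT2 (-1.67). IFIT2 (ENSG00000119922, chromosome 10 from 89283694 to 89309276) went from 1076 ± 39.2 CPM to 339 ± 59.5 CPM (SD, n = 3 each). The 39 cytokine and chemokine genes tested had a median log2 fold change of -1.08, with 36 lower (camera, adjusted p = 1.14e-18). Of these, 30 were DEGs and 33 passed when adjusted over the list alone. Besides CCL5, the members with the smallest adjusted p were CX3CL1 (log2 fold change -2.22) and CXCL10, at 36.0 ± 1.02 CPM in the control group and 4.00 ± 1.28 CPM with LINC00996 (SD, n = 3 each). The 29 genes of the NF-kB pathway had a median of -0.89, with 27 lower (camera, adjusted p = 7.78e-16). In that set 26 genes were DEGs, and 26 passed when adjusted over the list alone. They included TNFAIP3 (log2 fold change -1.36), IRAK2 (-1.02) and ICAM1 (-1.53). The 337 immune genes taken by their description had a median of -0.40, with 245 lower (camera, adjusted p = 3.24e-13). Under limma's fry these sets all passed, with the adjusted p of the interferon-stimulated genes at 3.19e-04. With the inter-gene correlation estimated from the libraries, the adjusted p of camera was 0.0110 for the other sets named here and 0.0570 for the interferon-stimulated genes. Over the alternatives, the adjusted p of the interferon-stimulated genes ranged from 2.97e-27 to 0.0570. Genes of a set respond together, and the estimated correlation allows for that.

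**Figure D1:**
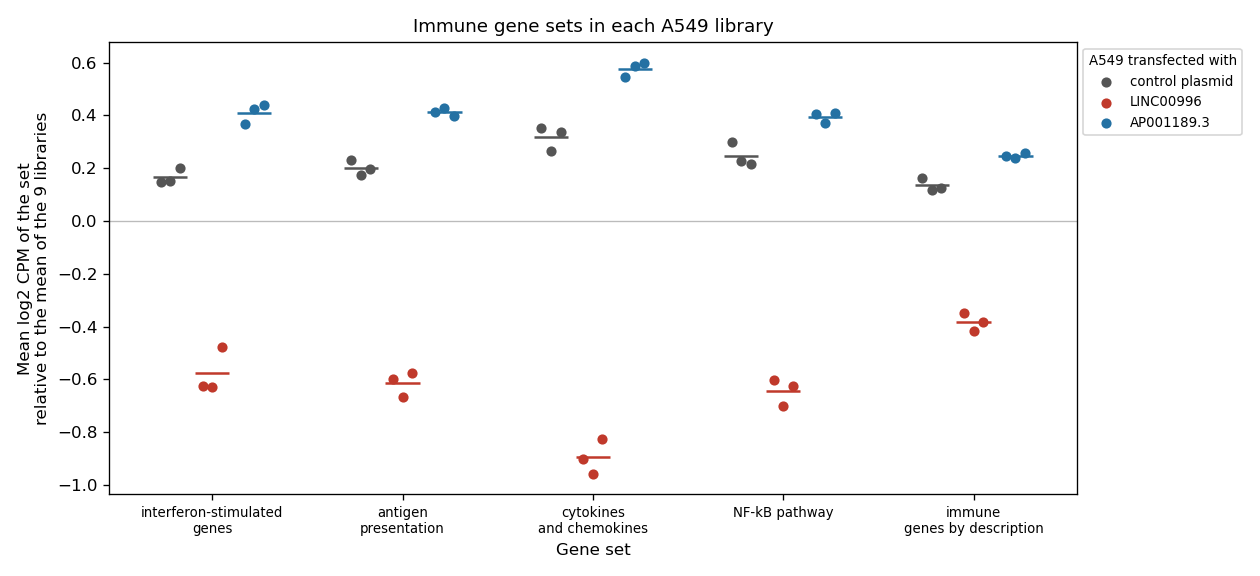
Mean log2 CPM of each immune gene set, relative to its mean over the 9 libraries (vertical axis), for the gene sets on the horizontal axis. Points are the 3 libraries of each group and lines are group means: for the interferon-stimulated genes the LINC00996 libraries lie from -0.63 to -0.48 and the control libraries from 0.15 to 0.20.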

Based on gene sets “immune response” and “immune system progress,” GSEA enrichment analysis demonstrated that the expression level of LINC00996 strongly influenced immune pathways in AD cells (*p* < 0.001 for both gene sets; **Figure 7C**).

**Figure 7:**
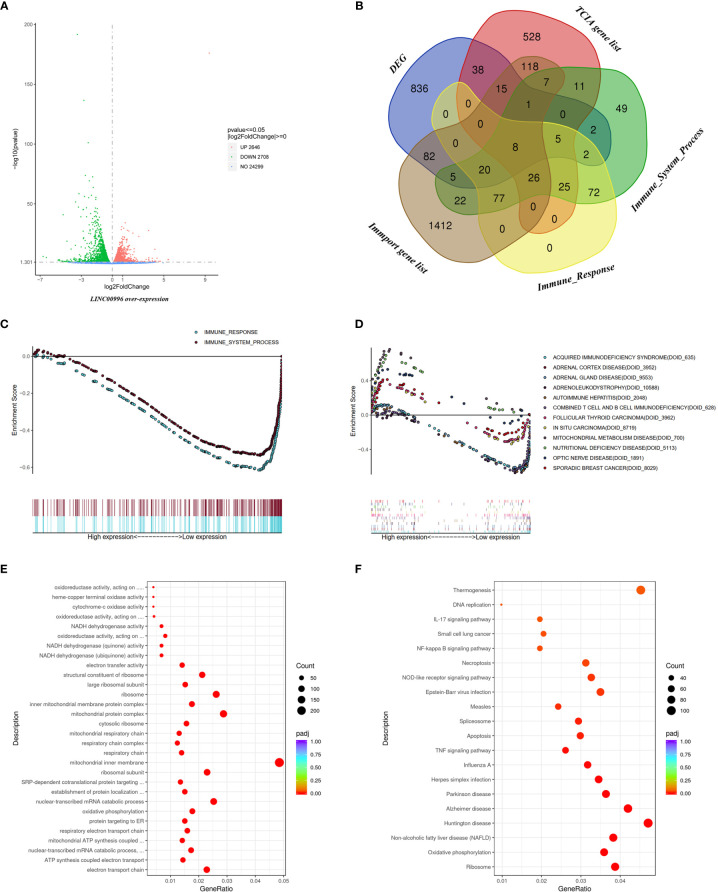
Functional analysis based on RNA-seq data. **(A)** The DEGs between A549 with over-expressed LINC00996 and control group exhibited *via* Volcano diagram. **(B)** The intersection between DEGs, TCIA gene list, Immune_System_Process from GSEA, Immune_Response from GSEA and Immport gene list exhibited *via* Venn diagram. Enrichment analyses including immune-related gene sets **(C)** and Disease Ontology **(D)** *via* GSEA analysis, Gene Ontology **(E)** and Kyoto Encyclopedia of Genes and Genomes term **(F)** based on the DEGs between A549 with over-expressed LINC00996 and control group.

In order to explore the value of LINC00996 value beyond cancer and immunology, Disease Ontology enrichment was performed, and the result showed that in addition to immune diseases (DOID_628 and DOID_635), genes related to adrenal diseases (DOID_3952, DOID_9553 and DOID_10558) were also enriched (**Figure 7D**). 

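Genes of oxidative phosphorylation, which makes ATP from the oxidation of NADH, were followed as sets in the A549 libraries. The 39 genes of complex I, the NADH dehydrogenase of the respiratory chain, had a median log2 fold change of 0.40 with LINC00996 against the control group, and 35 of them were higher (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 2.14e-06). Among them 16 were DEGs that were higher and 1 was a DEG that was lower, and 20 passed when adjusted over the list alone. The members with the smallest adjusted p were NDUFB3 (log2 fold change 1.23), NDUFA1 (1.59) and NDUFB6 (0.76). NDUFB3 (ENSG00000119013, chromosome 2 from 201071433 to 201085750) had 9.19 ± 0.721 CPM in the control group and 21.5 ± 2.46 CPM with LINC00996 (SD, n = 3 each). The 18 ATP synthase genes tested had a median log2 fold change of 0.44, and 17 were higher (camera, adjusted p = 5.38e-06). Of these, 11 were DEGs, and 11 passed when adjusted over the list alone. ATP5MC1 (log2 fold change 1.07), ATP5MF (2.06) and ATP5MC3 (0.81) had the smallest adjusted p, and the annotation names 7 pseudogene copies of ATP5MC1 and 5 of ATP5MF, so their counts are uncertain. All 79 tested nuclear genes of complexes I, III and IV and ATP synthase had a median of 0.43, with 73 higher (camera, adjusted p = 7.95e-12). In this union 38 genes were DEGs that were higher and 1 was lower, and 45 passed when adjusted over the list alone. None of these 3 sets passed when the inter-gene correlation was estimated (camera, adjusted p from 0.141 to 0.251), while all 3 passed under fry. For the union, the adjusted p ranged from 6.25e-15 to 0.189 over the alternatives. Replicate 1 of LINC00996 had the highest values, and without it the medians were 0.29 for complex I, 0.35 for ATP synthase and 0.30 for the union. Short transcripts rose in general: among genes outside the sets with a mean of at least 10 CPM, the median log2 fold change was 0.42 in the 62 genes with transcripts of up to 700 bases and -0.09 in the 2559 genes with transcripts over 5000 bases. Random lists matched to the union on expression and transcript length had a median of 0.22, with 95% of lists between 0.11 and 0.32, against 0.45 for the union measured in the same way. Transcript length here is that of the longest transcript the annotation ranks first for a gene, which can exceed that of the one expressed.

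**Figure D2:**
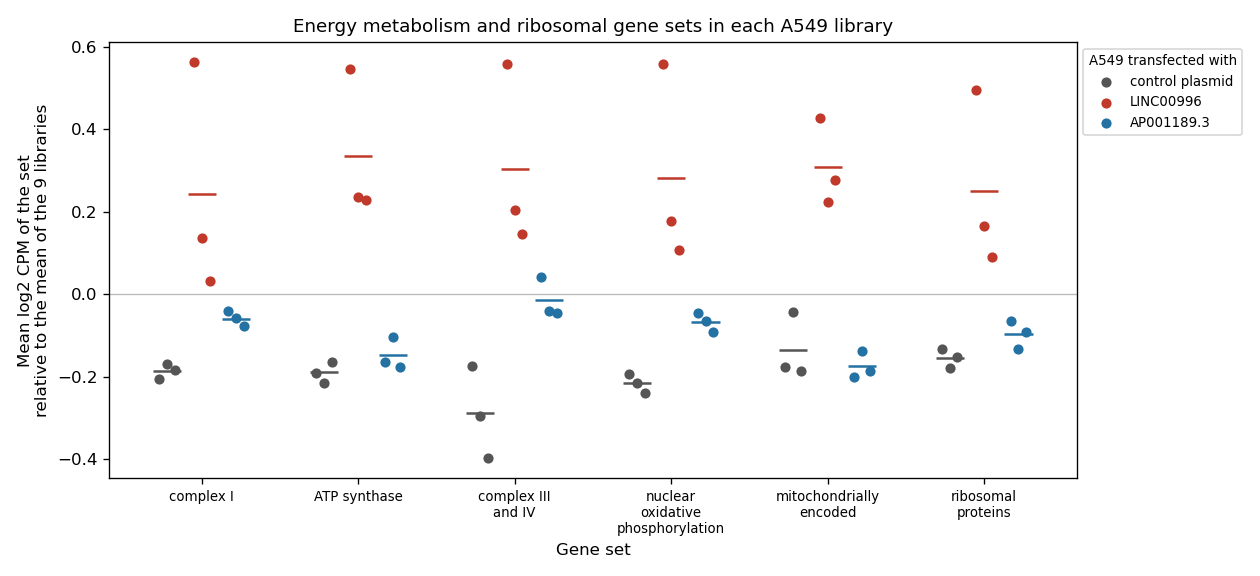
Mean log2 CPM of each gene set of energy metabolism and of ribosomal proteins, relative to its mean over the 9 libraries (vertical axis), for the gene sets on the horizontal axis. Points are the 3 libraries of each group and lines are group means: for the nuclear oxidative phosphorylation genes LINC00996 replicate 1 lies at 0.56, the other LINC00996 libraries at 0.18 and 0.11, and the control libraries from -0.24 to -0.19.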

Meanwhile, Gene Ontology analysis indicated that the DEGs were focused on pathways involving energy metabolism, such as ATP synthesis and NADH dehydrogenation (**Figure 7E**). The result of Kyoto Encyclopedia of Genes and Genomes pathway analysis showed that thermogenesis and neurological diseases such as Parkinson or Alzheimer diseases might also be connected to LINC00996 (**Figure 7F**). 

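The KEGG gene lists were not used here. Figure 7F also lists oxidative phosphorylation and the ribosome, and genes of both were followed as sets. The 22 tested genes of complexes III and IV had a median log2 fold change of 0.53 with LINC00996, with 21 higher (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 8.03e-07). Of these, 11 were DEGs, and 14 passed when adjusted over the list alone. COX6A1 (log2 fold change 2.06), UQCRB (1.01) and COX6C (0.62) had the smallest adjusted p, with 2, 3 and 17 pseudogene copies in the annotation that could share their reads. Without LINC00996 replicate 1 the median of this set was 0.35. The 13 mitochondrially encoded genes of the respiratory chain and ATP synthase had a median of 0.38, with 12 higher (camera, adjusted p = 1.64e-04), and 9 were DEGs, with 9 passing when adjusted over the list alone. Besides MT-CO3, the members with the smallest adjusted p were MT-ATP6 (log2 fold change 0.92) and MT-ND3 (0.96). MT-ND3 was no longer past the threshold under the GC-content offset. The mitochondrial chromosome took 6.68 to 7.18% of the counts in the LINC00996 libraries and 5.26 to 5.66% in the control libraries. The 80 tested genes of ribosomal proteins had a median of 0.37, with 71 higher (camera, adjusted p = 5.09e-12). Of these, 46 were DEGs that were higher and 1 was lower, and 55 passed when adjusted over the list alone. Members with the smallest adjusted p besides RPL22 were RPL26 (log2 fold change 1.42) and RPS15A (1.19). For 78 of the 80 the annotation names a pseudogene copy, so how the counts were split between gene and copy is uncertain. None of these 3 sets passed with an estimated inter-gene correlation (camera, adjusted p from 0.141 to 0.207), and all 3 passed under fry. For the ribosomal proteins, the adjusted p ranged from 1.19e-14 to 0.207 over the alternatives.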

Full enrichment results are provided in **Supplementary Information**.

## Discussion

The incidence of AD and SCC is very high in patients with lung cancer (1). Accordingly, research into new clinical treatments has been receiving much attention. Many articles have been published regarding various aspects of relationships of lncRNA models to NSCLC. For example, Sun and co-workers screened lncRNA expression from large NSCLC cohorts, including AD, SCC, and large cell carcinoma patients (41). This research was a significant effort, and the resulting lncRNA model has wide applicability. In our initial vision, although AD and SCC both belong to NSCLC, there are significant differences in pathogenesis and clinical traits that have led to discrepancies in the effectiveness of specific targeted drugs (6, 8). Therefore, we separated AD and SCC samples during this research and explored the differences between those two subtypes.

In general, patient cohorts tend to come from TCGA database, and researchers frequently supplement data sets with GEO data (42, 43). However, the gene expression matrix from TCGA generally possesses more lncRNAs than do GEO datasets because of many unnamed lncRNAs, such AP001189.3 present in TCGA, and other lncRNAs identified based on tentative research are only included in TCGA files (31, 44, 45). In order to include as many lncRNAs in our model as possible, we screened lncRNAs from TCGA and used our own cohorts to validate results *via* real-time PCR. Recent articles related to lncRNA models put emphasis on the selection of the population, such as patients in early stage (42) or with a certain clinical trait such as relapse (46), and such constructed models have possessed excellent clinical value. Given the importance of immune status and application of immune therapy, we emphasized the status of the immune system to construct our lncRNA-related risk model.

Multivariate Cox analysis showed that the risk score of our model was an excellent independent prognostic factor for NSCLC patients. The prediction model has a satisfactory ability to distinguish high- and low-risk groups, which was shown in Kaplan–Meier plots. AUC and C-index value analyses also supported the reliability of the model. The above results strongly suggest that the prognostic model composed of immune-related lncRNAs has high clinical value.

In addition to clinical applications, we are also interested in understanding the immune status in lung cancer because the effectiveness of immunotherapy is based on the identification of the immune status of patients. According to the theory of immune editing, a patient’s own immune system can no longer effectively identify and kill tumors during the escape phase (14). Both ICI and ICD are expected to improve the immune response so that the immune system can perform its functions effectively. Therefore, the evaluation of immune status was necessary, and we performed the assessment *via* three methods: GSEA analysis, calculation infiltrated fraction of immune cells, and TIDE. Furthermore, other research studies concerning immune-related lncRNA models that have studied immunotherapy applications have stopped at the expression level of immune biomarkers, such as PDL1 or CTLA-4 (32, 34, 43). On the other hand, we used a system scoring method combined with TIDE to predict response of patients to ICIs.

The GSEA analysis of “immune response” and “immune system” suggested that there were statistically significant differences (*p* < 0.05) regarding the enrichment results of immune-related gene sets between high- and low-risk groups for both AD and SCC. Although the outcome proved that the model successfully combined immune features with clinical outcomes, we were particularly impressed with the diversity between AD and SCC. For example, in the AD cohort, immune-related gene sets were both enriched in the low-risk group, but the result was reversed in the SCC cohort. We hypothesize that the enrichment of genes sets represents an active immune response. However, our results show that the situation in AD and SCC should be analyzed and treated separately.

For AD patients, the weakness of the immune response in the high-risk group corresponds to the “escape phase” aspect of the theory of “immune editing.” Immunosuppressive tumor microenvironment or absence of antigen recognition may lead to this cold immune response. Considering the results of analyses of the degree of immune cell infiltration, we demonstrated that the distribution of DC cells (including professional antigen-presenting cells, the important part of the progress of immunogenic cell death) was statistically significantly different and that the fraction of immunosuppressive cells, such as Treg, changed only a little between high- and low-risk groups.

Recognition of tumor antigens is a key factor that induces the immune response. With the development of tumors and the elimination of the immune system, identifiable antigens are reduced and antigen presentation ability becomes weaker. Ultimately, unrecognized antigens remain, and endogenous presentation pathways fail because of the deletion of major histocompatibility complex I. Additionally, compared with the low-risk group, more patients in the high-risk group were at stage III or IV. This indicates that AD patients are more prone to immune escape in the late stage of tumor progression. In response to this phenomenon, ICD-based chemotherapeutics may have better therapeutic effects in the high-risk group because they adjust the presentation of antigen to emphasize exogenous presentation and they thus reactivate the immune response of the body. Correspondingly, the prediction of response to ICI treatment based on IPS for AD patients indicated a negative result between high- and low-risk groups (**Supplementary Figure S7**). The high number of infiltrating DC cells, which play a key role in ICD progression, in the low-risk group samples also supports this view.

The opposite results in SCC patients suggest that the variability of the SCC-associated antigens may be weak, or that the immune response is not strongly suppressed in the tumor microenvironment. The progression of carcinoma would remain under the control of the immune system. This may be one of the reasons why the prognosis of SCC patients is better than that of AD patients (8).

The TIDE evaluation for AD and SCC was also contradictory. Though both AD and SCC patients in high-risk group possessed higher TIDE scores and worse TIM than patients in low-risk group, the mechanism of deterioration was different. When CTL was relatively insufficient, the TIDE score was equal to the T cell exclusion score, because the exclusion effect of the TIM was the main factor causing the decrease in the number of CTL cells and immunosuppression (47). For the AD cohort, the T cell exclusion score of high-risk patients was significantly higher than that of low-risk patients (**Figure 5C**). Though the T cell dysfunction score was opposite, the overall TIDE score was significantly higher in the high-risk group. Therefore, T cell exclusion was the main factor for the ITM of AD patients, and this exclusion corresponded to the lower numbers of DC cells and lower immune response mentioned above.

As for SCC patients, the T cell dysfunction score was the main factor for ITM (**Figure 5D**), which reflected the fact that the number of CTLs in the TIM was sufficient but subject to functional obstruction. The aim of ICI treatment is to lift the restriction of tumor cells on CTL, and the prediction of response indicated that the high-risk patients were more likely to benefit from ICI treatments, including PD-1/PD-L1/PD-L2 blocker, CTLA-4 blocker and combination therapy, compared with low-risk patients (**Figure 5E**).

While we conducted clinical research, we also focused on lncRNAs that can be applied to basic studies. Among the lncRNAs selected for the AD model, LINC00996 is undoubtedly the most notable. Its HR was very low at only 0.5, which means significant protection for patients. LINC00996 was closely correlated with clinical indicators, such as stage (*p* < 0.01), T (*p* < 0.01), and N (*p* < 0.05). The results suggested that the expression of LINC00996 decreased with the malignancy of the tumor. Meanwhile, changes of the independent prognostic factor age did not influence the expression of LINC00996, which suggested that the protective significance of this gene might be suitable for patients of all ages. Compared with men, women have higher levels of LINC00996 expression (*p* < 0.05). The most surprising finding, however, is that it is co-expressed with 75 immune-related genes (cor value > 0.4), far exceeding other lncRNAs. The data from TCPA showed that PD-L1, LCK, and SYK were particularly strongly correlated with LINC00996 (cor > 0.3, *p* < 0.001). As an important target of ICIs, PD-L1 was discussed above. SYK is a non-receptor tyrosine kinase that regulates classical immunoreceptors, such as the B-cell receptor. LCK is another non-receptor tyrosine kinase that plays an essential role in the selection and maturation of developing T cells in the thymus and in the function of mature T cells (information of SYK and LCK from Uniprot, https://www.uniprot.org/uniprot/) (48).

The RNA-seq analysis based on A549 with overexpressed LINC00996 indicated that DEGs were closely related to the immune pathway and were enriched in immune gene sets (**Figures 7B, C**). Thus, the genomic and proteomic analyses strongly suggest that LINC00996 is a potential target of tumor immunology. Furthermore, function enrichment result of Disease Ontology, Gene Ontology and Kyoto Encyclopedia of Genes and Genomes analyses indicated that the potential value of LINC00996 goes beyond lung cancer and immunology. 

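Genes of antigen presentation were also followed in the A549 libraries. The 23 tested had a median log2 fold change of -0.67 with LINC00996 against the control group, and 18 were lower while 5 were higher (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 1.86e-08). By single genes, 14 were DEGs that were lower and 1 was a DEG that was higher, and 18 passed when adjusted over the list alone. CD74 (ENSG00000019582), on chromosome 5 from 150401637 to 150412929, went from 14.7 ± 1.47 CPM to 0.564 ± 0.417 CPM (SD, n = 3 each). Its log2 fold change was -4.68 (standard error 0.31, adjusted p = 2.36e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -5.48 and -4.27 with each library left out in turn. HLA-C, which overlaps HLA-B in the annotation, went from 760.4 ± 54.1 CPM to 266 ± 29.0 CPM (SD, n = 3 each), a log2 fold change of -1.52. With an estimated inter-gene correlation the set stayed past the threshold (camera, adjusted p = 0.0206), and its adjusted p ranged from 4.30e-11 to 0.0206 over the alternatives. The paper reasons from the immune-related genes among the DEGs and the enrichment of the immune gene sets (Figures 7B, C), together with the correlation of LINC00996 with PD-L1, LCK and SYK in patients, and proposes LINC00996 as a potential target of tumor immunology.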

In SCC samples, the Sankey diagram proved that the lncRNA with the most co-expressed genes was AP001189.3 (**Supplementary Figure S5**). However, we did not find potential targets in the TCPA database for AP001189.3 (data not shown). 

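The 3 A549 libraries transfected with the AP001189.3 plasmid had between 15600778 and 17383842 counts and were compared with the same 3 control libraries. AP001189.3 (ENSG00000254810) is annotated as a lincRNA on the minus strand of chromosome 11 of GRCh38, from 76654169 to 76656712. It had 1660, 1931 and 2378 counts with its own plasmid, 0, 2 and 1 in the control libraries and 0 in each LINC00996 library. Its level was 123 ± 23.2 CPM (SD, n = 3) with the plasmid. Against a floor of 3 counts per library, this was at least 686-fold higher than in the control group. Such a bound covers counting error only, since PCR copies of a molecule are counted as separate reads. Of 16023 genes tested, 3180 were DEGs at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1819 were higher and 1361 lower with AP001189.3, with a median absolute log2 fold change of 0.32. With library size alone as the scaling, 1608 were higher and 1719 lower, and with a GC-content offset 1218 were higher and 1231 lower. Only 158 reached an absolute log2 fold change of at least 1, of which 116 were higher and 42 lower. In 5647 of the tested genes (35.2%) the 3 values of each group did not overlap, where chance gives 10%. A fit of all 9 libraries together, which takes its error from the LINC00996 libraries too, gave 437 DEGs. Leaving out AP001189.3 replicate 2 gave 1914 (679 lower), and leaving out control replicate 2 gave 1974 (734 lower). Without AP001189.3 replicate 3, 847 were lower. Apart from AP001189.3 itself, the genes with the smallest adjusted p among those with no overlap and an absolute log2 fold change of at least 1 were, for a rise, PSMB10 (log2 fold change 1.51), PSENEN (2.85), TAF10 (2.09), COX8A (1.08) and MRPL12 (2.16). PSMB10 (ENSG00000205220), on chromosome 16 from 67934502 to 67937087, went from 11.4 ± 0.473 CPM to 32.5 ± 1.63 CPM (SD, n = 3 each). Its standard error was 0.10 (adjusted p = 2.81e-11 from the same edgeR test). PSENEN was at 1.86 ± 0.604 CPM in the control group, 13.3 ± 1.08 CPM with AP001189.3 and 22.3 ± 11.4 CPM with LINC00996 (SD, n = 3 each), and TAF10, COX8A and MRPL12 were likewise higher in both transfected groups than in the control group. For a fall, they were RPS23 (log2 fold change -1.01), with 10 pseudogene copies in the annotation, and the processed pseudogenes FTH1P7 (-1.05), RPSAP47 (-3.67), AC144530.1 (-3.18) and AC010343.1 (-2.83). Counts of all 5 are uncertain for that reason, and in the fit of all 9 libraries RPS23, FTH1P7, RPSAP47 and AC010343.1 were not past the threshold. The 60 interferon-stimulated genes had a median log2 fold change of 0.21, with 55 higher (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 5.37e-12). Of these, 37 were DEGs, all 37 higher, and 41 passed when adjusted over the list alone. Medians past the threshold were also found for cytokines and chemokines (0.23, adjusted p = 0.00387), the NF-kB pathway (0.17, adjusted p = 0.00340), antigen presentation (0.06, adjusted p = 0.00658), immune genes by description (0.07, adjusted p = 0.0181) and complexes III and IV (0.25, adjusted p = 0.0181), all by camera with Benjamini-Hochberg adjustment. Complex I (0.04), ATP synthase (-0.02), the mitochondrially encoded genes (-0.01), ribosomal proteins (0.03) and the nuclear oxidative phosphorylation genes (0.05) did not pass, and the sign of each of these medians changed under at least 1 alternative. Leaving out control replicate 3 turned the sign for ATP synthase (0.011) and brought the nuclear oxidative phosphorylation genes past the threshold (0.053). The mitochondrially encoded genes turned without control replicate 2 (0.0014) or AP001189.3 replicate 3 (0.020), and their median was -0.059 without control replicate 1 and -0.017 and -0.026 without AP001189.3 replicates 1 and 2. ATP synthase went to -0.042 and -0.048 without control replicates 1 and 2, and to -0.016 and -0.045 without AP001189.3 replicates 1 and 2. Complex I went to 0.0030 without AP001189.3 replicate 1, 0.0093 without control replicate 1 and 0.076 without AP001189.3 replicate 2. Ribosomal proteins went to 0.067 without control replicate 1, 0.052 without AP001189.3 replicate 1 and 0.066 without AP001189.3 replicate 2. The nuclear oxidative phosphorylation genes went to 0.0093 and 0.034 without control replicates 1 and 2 and to 0.013 without AP001189.3 replicate 2. For antigen presentation the median was 0.17 without control replicate 1, 0.16 without AP001189.3 replicate 1 and 0.10 without AP001189.3 replicate 2. Its median by edgeR's log2 fold changes (0.065) was not apart from random lists matched on expression and transcript length, of which 95% lay between -0.056 and 0.15. Medians of the other sets past the threshold lay above the range of their matched lists. None of the 11 sets passed with an estimated inter-gene correlation, where the smallest adjusted p of camera was 0.107. Immune genes by description made up 99 of the 2972 protein-coding DEGs, 73 higher and 26 lower, an odds ratio of 1.44 (95% confidence interval 1.13 to 1.84, two-sided Fisher's exact test, p = 0.00300). The odds ratio was 1.15 with DESeq2 and 1.25 without control replicate 1, no longer past the threshold in either, and 3.47 with an absolute log2 fold change of at least 1 added to the threshold. With DESeq2 the background also held genes under edgeR's filter.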

The raw data of RNA-analysis for AP001189.3 is provided in **Supplementary Information**.

In this research, we attempted to construct an immune-related clinical model for NSCLC patients with notable lncRNAs. In addition, for significant RNAs, we utilized the protein database TCPA to analyze potential targets. In SCC, the high-risk group of patients as defined by our model had a higher degree of immune response, while the low-risk group had a higher immune response in the case of AD. This divergence provides a starting point for research into the immunology and immunotherapy of different subtypes of NSCLC.

The limitations of this research include the exclusion of GEO data, which were not used because the GEO datasets are missing necessary lncRNAs. Secondly, it should be noted that the number of proteins detected in the TCPA database was limited. Finally, conclusions drawn from results of bioinformatics analyses have not yet been verified by *in vitro* and *in vivo* biological experiments.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE179934.

## Ethics Statement

All human data were published and download in the TCGA and TCPA database. The validation cohort consisted of 22 patients with SCC and 24 patients with AD, which all underwent surgery at Department of Thoracic Surgery, Shandong Provincial Hospital. The Biomedical Research Ethics Committee of Shandong Provincial Hospital approved this research (SWYX: NO.2020-256). The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

TY and GM conceived and designed the research, collected and analyzed the data, contributed reagents/materials/analysis tools, prepared figures and/or tables, and authored or reviewed drafts of the paper. KW contributed reagents/materials/analysis tools, prepared figures and/or tables, and authored or reviewed drafts of the paper. WL analyzed the data, contributed reagents/materials/analysis tools, and prepared figures and/or tables. WZ contributed reagents/materials/analysis tools. JD conceived and designed the research, and provided the guidance for analysis. All authors contributed to the article and approved the submitted version.

## Funding

The work was supported by National Natural Science Foundation 81672288 (to JD), Focus on Research and Development Plan in Shandong Province 2018GSF118028 (to JD) and Natural Science Foundation of Shandong Province ZR2019PH002 (to KW).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Immune Heterogeneity Between Pulmonary Adenocarcinoma and Squamous Cell Carcinoma: A Comprehensive Analysis Based on lncRNA Model
**Source:** Front Immunol. 2021 Jul 29;12:547333. doi: 10.3389/fimmu.2021.547333
**Supplement:** Supplementary file 8

## Method

### Sample collection and preparation

#### RNA quantification and qualification

RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

#### Library preparation for Transcriptome sequencing

Total RNA was used as input material for the RNA sample preparations.

Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in First Strand Synthesis Reaction Buffer(5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase, then use RNaseH to degrade the RNA. Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and dNTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3' ends of DNA fragments, Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 370~420 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

#### Clustering and sequencing (Novogene Experimental Department)

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

### Data Analysis

#### Quality control

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads

containing N base and low quality reads from raw data. At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on the clean data with high quality.

### **Reads mapping to the reference genome**

Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. We selected Hisat2 as the mapping tool for that Hisat2 can generate a database of splice junctions based on the gene model annotation file and thus a better mapping result than other non-splice mapping tools.

### **Quantification of gene expression level**

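Counting assigns each aligned read to the gene whose exons it overlaps, and the deposited matrix gives the result as whole numbers for 58735 genes in each of the 9 libraries. Of these genes, 24239 had no count in any library. The text of Data Sheet 3 does not name the genome build, and 58724 of the genes lie at the coordinates that GENCODE 29 (Ensembl 94) gives them on GRCh38. Whether the counting used the strand of the reads is not named there either, so counts of antisense and overlapping genes are uncertain.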

featureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. 

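The deposited FPKM values can be compared with the deposited counts. In each library, FPKM equalled the count divided by gene length and by the library's total, times 1 constant, for 100% of the genes with counts. The constant lay between 0.961 and 1.02 across the 9 libraries. FPKM values therefore hold the same information as the counts, and their sum differed between libraries, from 263199 to 290982.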

FPKM, expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels.

### **Differential expression analysis**

*(For DESeq2 with biological replicates)* Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (1.20.0). DESeq2 provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate . Genes with an adjusted P-value <0.05 found by DESeq2 were assigned as differentially expressed.

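DESeq2 was also run here on the deposited counts, with the version 1.42.0. At an adjusted p under 0.05 it gave 3558 DEGs for LINC00996 against the control group, of which 1688 were higher and 1870 lower. For AP001189.3 against the control group it gave 2371 DEGs, 1379 higher and 992 lower. The part of the paper's own table of the LINC00996 comparison that could be read covers 1708 of its 29653 genes, in order of their p-value. Across these genes the paper's log2 fold changes and those computed here differed by at most 7.48e-06.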

*(For edgeR without biological replicates)* Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis of two conditions was performed using the edgeR R package (3.22.5). The P values were adjusted using the Benjamini & Hochberg method. Corrected P-value of 0.05 and absolute foldchange of 2 were set as the

threshold for significantly differential expression.

### **Enrichment analysis of differentially expressed genes**

Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. GO terms with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-through put experimental technologies (<http://www.genome.jp/kegg/>). We used clusterProfiler R package to test the statistical enrichment of differential expression genes in KEGG pathways. The Reactome database brings together the various reactions and biological pathways of human model species. Reactome pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. The DO (Disease Ontology) database describes the function of human genes and diseases. DO pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. The DisGeNET database integrates human disease-related genes. DisGeNET pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. We used clusterProfiler software to test the statistical enrichment of differentially expressed genes in the Reactome pathway, the DO pathway, and the DisGeNET pathway.

### **Gene Set Enrichment Analysis**

Gene Set Enrichment Analysis (GSEA) is a computational approach to determine if a pre-defined Gene Set can show a significant consistent difference between two biological states. The genes were ranked according to the degree of differential expression in the two samples, and then the predefined Gene Set were tested to see if they were enriched at the top or bottom of the list. Gene set enrichment analysis can include subtle expression changes. We use the local version of the GSEA analysis tool <http://www.broadinstitute.org/gsea/index.jsp>, GO、KEGG、Reactome、DO and DisGeNET data sets were used for GSEA independently.

### **SNP analysis**

GATK2 (v3.7) software was used to perform SNP calling. Raw vcf files were filtered with GATK standard filter method and other parameters (cluster:3; WindowSize:35; QD < 2.0 o; FS > 30.0; DP < 10.

### **AS analysis**

Alternative Splicing is an important mechanism for regulate the expression of genes and the variable of protein. rMATS(3.2.5) software was used to analysis the AS event.

### **PPI analysis of differentially expressed genes**

PPI analysis of differentially expressed genes was based on the STRING database, which known and predicted Protein-Protein Interactions.

### **Fusion Analysis**

Fusion gene refers to the chimeric gene formed by the fusion of all or part of the sequences of two genes, which is generally caused by chromosome translocation, deletion and other reasons. We used Starfusion software (1.2.0) to detect genes that are fused. Star-fusion is a software package uses fusion output results of STAR alignment to detect fusion transcripts, including SATR alignment, SATRfusion. predict, SATR-fusion.filter was used to correct the predicted results of Star-fusion to ensure the accuracy of the results.

### **Weighted correlation network analysis**

WGCNA (Weighted correlation network analysis) is a systematic biological method used to describe the gene association modes among different samples. it can be used to identify gene sets that are highly synergistic changed, and identify candidate biomarkers or therapeutic targets based on the coherence of gene sets and the correlation between gene sets and phenotypes. The R package WGCNA is a set of functions used to calculate various weighted association analysis, which can be used for network construction, gene screening, gene cluster identification, topological feature calculation, data simulation and visualization. WGCNA is suitable for multisample data. Generally, more than 15 samples are required. One input file is sample information, that is, a matrix describing the traits of the sample: the traits used for association analysis must be numeric; If it is a regional or categorical variable, it needs to be converted to a 0-1 matrix. The other is gene expression data. For transcriptome sequencing ,

FPKM can be used as gene expression data.

Novogene  
诺禾致源

# Supplementary material for: The Immune Heterogeneity Between Pulmonary Adenocarcinoma and Squamous Cell Carcinoma: A Comprehensive Analysis Based on lncRNA Model
**Source:** Front Immunol. 2021 Jul 29;12:547333. doi: 10.3389/fimmu.2021.547333
**Supplement:** Supplementary file 8

| **Table S1 Baseline characteristics of patients** | | | | |
| --- | --- | --- | --- | --- |
| Characteristic | AD | | SCC | |
|  | (n=434) | | (n=390) | |
| Age |  |  |  |  |
| Young (AD<71y; SCC<72y) | 294 | (67.4%) | 260 | (66.7%) |
| Old (AD≥71y; SCC≥72y) | 140 | (32.6%) | 130 | (33.3%) |
| Gender |  |  |  |  |
| Male | 200 | (46.1%) | 290 | (74.4%) |
| Female | 234 | (53.9%) | 100 | (25.6%) |
| Stage |  |  |  |  |
| I | 236 | (54.4%) | 183 | (46.9%) |
| II | 105 | (24.2%) | 131 | (33.6%) |
| III | 73 | (16.8%) | 70 | (18.0%) |
| IV | 20 | (4.6%) | 6 | (1.5%) |
| T |  |  |  |  |
| T1（≤3cm） | 152 | (35.0%) | 85 | (21.8%) |
| T2（≤5cm，＞3cm） | 229 | (52.8%) | 233 | (59.7%) |
| T3（≤7cm，＞5cm） | 36 | (8.3%) | 54 | (13.9%) |
| T4（＞7cm） | 17 | (3.9%) | 18 | (4.6%) |
| N |  |  |  |  |
| N0 | 285 | (65.7%) | 243 | (62.3%) |
| N1 | 84 | (19.4%) | 109 | (28.0%) |
| N2 | 63 | (14.5%) | 33 | (8.4%) |
| N3 | 2 | (0.4%) | 5 | (1.3%) |
| M |  |  |  |  |
| M0 | 296 | (68.2%) | 384 | (98.5%) |
| M1 | 20 | (4.6%) | 6 | (1.5%) |
| MX | 118 | (27.2%) | - | - |
| Status |  |  |  |  |
| Live | 286 | (65.9%) | 236 | (60.5%） |
| Death | 148 | (34.1%) | 154 | (39.5%） |
| Survival month | 793.69±40.557(33-6812) | | 949.9±45.655(30-5287) | |

# Supplementary material for: The Immune Heterogeneity Between Pulmonary Adenocarcinoma and Squamous Cell Carcinoma: A Comprehensive Analysis Based on lncRNA Model
**Source:** Front Immunol. 2021 Jul 29;12:547333. doi: 10.3389/fimmu.2021.547333
**Supplement:** Supplementary file 8

| Table S2 The Primer sequence in research | |
| --- | --- |
| Primer | Sequence（5'→3'） |
| AP001189.3-F | GAGTCTAGGTTCTGCTGCTTCC |
| AP001189.3-R | GGGTGTGGGCGATGATTATGA |
| AL589843.1-F | ATAAGCGGGCAGAGGGTAGAA |
| AL589843.1-R | CAGCATCGGTGAAGAGTGGAA |
| AL391121.1-F | GTCCCGATTTCTCTCCACCTCTG |
| AL391121.1-R | CGCCTTTCTGCCGACTTCTTC |
| SREBF2-AS1-F | TCTTCTGCTGCTTCTGCTTCTT |
| SREBF2-AS1-R | GCTTTCATGTCCAGGATCTCACT |
| AC245595.1-F | ACTCTACACCCTCTCTCCTTCTG |
| AC245595.1-R | CTCAGGTATCCAGGCACATTCAT |
| LINC00996-F | CTCTGCCACATCGTTCGGTTC |
| LINC00996-R | CTTCTTACGCTGCCAACTGCTAA |
| VIM-AS1-F | TCAGACCTGTAGCATCAGCATC |
| VIM-AS1-R | GGTTCTCAGAATCACCTGGTAAGT |
| SFTA1P-F | AGAAGGAGTGACTGAACATTGACA |
| SFTA1P-R | CTGGCTCTTGGTGAGATGGAT |
| MSC-AS1-F | CCCAACACCAGAGAACACTAAATG |
| MSC-AS1-R | CAATGCTGACATAGTCCTGAACAA |
| TMPO-AS1-F | AGGAGACGCCGATAAGGGACA |
| TMPO-AS1-R | CCAGAGACGAAAGCTGCTTCT |
| ABALON-F | ACAATCACCCAACACAACAGAAAG |
| ABALON-R | TGAATGACCACCTAGAGCCTTG |
| AC025048.4-F | GCTACCTTCTGCCTGGACTCA |
| AC025048.4-R | CCTTCCTCCTCCTGTGATCCT |
| LINC01138-F | ACATCAGCAGGAAGCAGTTACA |
| LINC01138-R | TCCTTCTGGTCTCCTACCTCATT |
| IPO5P1-F | CCAGCAACCAGGTGATGTGTT |
| IPO5P1-R | GGACCAGGCAGAAGAAGACAGT |
| AC008763.1-F | CAGCAGCCGTCTTGGATAACTT |
| AC008763.1-R | GGAACATTGGGCAGGACTGAAT |
| AL606489.1-F | ACTCAGGAAAGACATCAGCAGAG |
| AL606489.1-R | AGGCATTGTGAAATAGGCAAGAAG |
| AC026355.1-F | CGTGGTAATCTGAGTGTGGTAAGC |
| AC026355.1-R | GACCGATATGCCTATGCGAATGT |
| AC123595.1-F | TCGCAGGACTTCGCAGATACC |
| AC123595.1-R | CGCTCGGTCGGGATTCAAAAG |
| 18SrRNA-F | AAACGGCTACCACATCCAAG |
| 18SrRNA-R | CCTCCAATGGATCCTCGTTA |

# Supplementary material for: The Immune Heterogeneity Between Pulmonary Adenocarcinoma and Squamous Cell Carcinoma: A Comprehensive Analysis Based on lncRNA Model
**Source:** Front Immunol. 2021 Jul 29;12:547333. doi: 10.3389/fimmu.2021.547333
**Supplement:** Supplementary file 8

| **Table S3 Cross table for low-risk and high-risk group of AD patients** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Characteristic | Low Risk | | | | High Risk | | | p Value |
|  | (n=146) | (n=161) | | | | | |  |
| Age |  | |  |  | |  |  | |
| Young(<71y) | 111 | 101 | | | | | 0.013 | |
| Old(≥71y) | 35 | 60 | | | | |  |  |
| Gender |  |  | | | | |  | |
| Male | 69 | 79 | | | | | 0.819 | |
| Female | 77 | 82 | | | | |  |  |
| Stage |  |  | | | | |  | |
| I | 90 | 69 | | | | | 0.003 | |
| II | 32 | 41 | | | | |  |  |
| III | 16 | 39 | | | | |  |  |
| IV | 8 | 12 | | | | |  |  |
| T |  |  | | | | |  | |
| T1（≤3cm） | 54 | 39 | | | | | 0.023 | |
| T2（≤5cm，＞3cm） | 78 | 95 | | | | |  |  |
| T3（≤7cm，＞5cm） | 6 | 18 | | | | |  |  |
| T4（＞7cm） | 8 | 9 | | | | |  |  |
| N |  |  | | | | |  | |
| N0 | 105 | 90 | | | | | 0.023 | |
| N1 | 27 | 37 | | | | |  |  |
| N2 | 13 | 34 | | | | |  |  |
| N3 | 1 | - | | | | |  |  |
| M |  |  | | | | |  | |
| M0 | 138 | 149 | | | | | 0.321 | |
| M1 | 8 | 12 | | | | |  |  |

# Supplementary material for: The Immune Heterogeneity Between Pulmonary Adenocarcinoma and Squamous Cell Carcinoma: A Comprehensive Analysis Based on lncRNA Model
**Source:** Front Immunol. 2021 Jul 29;12:547333. doi: 10.3389/fimmu.2021.547333
**Supplement:** Supplementary file 8

| **Table S4 Cross table for low-risk and high-risk group of SCC patients** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Characteristic | Low Risk | | High Risk | | | p Value |
|  | (n=196) | | (n=191) | | |  |
| Age |  |  | |  |  |  |
| Young(<72y) | 139 | | 121 | | | 0.13 |
| Old(≥72y) | 57 | | 70 | | |  |
| Gender |  | |  | | |  |
| Male | 152 | | 136 | | | 0.094 |
| Female | 44 | | 55 | | |  |
| Stage |  | |  | | |  |
| I | 94 | | 88 | | | 0.879 |
| II | 62 | | 68 | | |  |
| III | 37 | | 32 | | |  |
| IV | 3 | | 3 | | |  |
| T |  | |  | | |  |
| T1（≤3cm） | 42 | | 43 | | | 0.381 |
| T2（≤5cm，＞3cm） | 124 | | 107 | | |  |
| T3（≤7cm，＞5cm） | 22 | | 32 | | |  |
| T4（＞7cm） | 8 | | 9 | | |  |
| N |  | |  | | |  |
| N0 | 117 | | 125 | | | 0.718 |
| N1 | 58 | | 49 | | |  |
| N2 | 18 | | 15 | | |  |
| N3 | 3 | | 2 | | |  |
| M |  | |  | | |  |
| M0 | 193 | | 188 | | | 0.645 |
| M1 | 3 | | 3 | | |  |

How the deposited data were processed for this re-analysis (not part of the article)

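RNA-seq libraries of the established lung cancer cell line A549 were analysed. Cells had been transfected by the authors with jetPRIME and 1 of 3 plasmids: the control plasmid, a plasmid for LINC00996 or a plasmid for AP001189.3, with 3 libraries per group. The paper's text describes triplicate extractions, and the general text of Data Sheet 3 describes DESeq2 for a design with 2 biological replicates per condition. The 9 libraries were grouped by the plasmid group that their titles and Data Sheet 1 name, and the level of each overexpressed lncRNA was checked against that group first. The treatment labels of the control libraries name PC3.1, PC3.2 and PC3.3, while the paper names PC3.1 alone. They were read as 3 replicates of the control plasmid, and whether the plasmids differed could not be settled from the data.

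The authors deposited raw counts per gene without normalization. According to Data Sheet 3, reads of 150 bp were aligned by the authors with Hisat2 2.0.5 and counted with featureCounts 1.5.0-p3. The genome build is not named in that text. The gene coordinates deposited with the counts equal those of GENCODE 29 (Ensembl 94, GRCh38) for 58724 of 58735 genes, and coordinates are given on that build. The authors also deposited FPKM values per library, which equal count over gene length and library total times a constant between 0.961 and 1.02. The FPKM values were used for this check only, and all other results come from the counts. All 9 columns of counts were used.

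The counts per library summed to 16114345 to 17390680 in the control group, 15272450 to 18125447 in the LINC00996 group and 15600778 to 17383842 in the AP001189.3 group. A gene with 3 or fewer counts in every library of a group was treated as at the floor, and a fold against such a group was computed against 3 counts and given as a lower bound. Floors and intervals cover counting error only.

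There were 3 comparisons: LINC00996 against control, AP001189.3 against control and LINC00996 against AP001189.3. Each was tested on its 6 libraries alone with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization and the robust quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs. CPM values use TMM factors, and log2 CPM uses a prior count of 2. Tests of 11 gene sets were made with camera of limma 3.58.1 on log2 CPM at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The sets were interferon-stimulated genes, antigen presentation, cytokines and chemokines, the NF-kB pathway, immune genes by description, complex I, ATP synthase, complexes III and IV, the union of the last 3, mitochondrially encoded genes and ribosomal proteins. Immune genes by description were also tested among the DEGs by a two-sided Fisher's exact test.

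The comparisons, tests, gene sets, most alternatives and the rule for naming genes were set before the data were examined, though after the paper and the top of its table of LINC00996 DEGs had been read. By that rule, the text names 22 genes from the paper. These are the 18 lncRNAs of Table 1, PD-L1, LCK and SYK, and STAT3, which the paper names only in its Introduction. Other molecules of that passage, such as vascular endothelial growth factor, were not taken from it. For each comparison, the text also names the 5 genes that fell and the 5 that rose with the smallest adjusted p. These were taken among DEGs with an absolute log2 fold change of at least 1 and no overlap between groups, leaving out the overexpressed lncRNAs. The text also names up to 3 members of each set with the smallest adjusted p in the LINC00996 comparison.

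The alternatives were DESeq2 1.42.0, library size alone as the scaling, no filter on low counts, a filter of at least 10 counts in every library, all 9 libraries in 1 fit, leaving out each library in turn, leaving out the mitochondrially encoded genes, thinning every library to the smallest total, an offset for gene length, a term for the replicate number, and other thresholds. Offsets for GC content and for transcript length, fitted per library by loess with a span of 0.75, were added after the data were seen. Immune genes among the DEGs were tested under DESeq2, the added fold-change threshold and the stricter filter only, and, added after the data were seen, with each library left out. For DESeq2 the background was not filtered as for edgeR and held all described protein-coding genes with a count. Random lists matched on expression and transcript length (10000 lists, each drawn from the 50 nearest genes of every member) were also added then. For the correlation between the comparisons that share the control libraries, unchanged groups were simulated 100 times.

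The procedure was tested on simulated counts. With a log2 fold change of 1 set for 200 genes, edgeR recovered 72.0% of them, and 7.10% of its 155 calls were genes left unchanged. DESeq2 recovered 71.0%, with 12.9% of 163 calls on unchanged genes, and edgeR with the replicate term 70.5%, with 7.84% of 153. With no change set, edgeR called 0 of 16097 genes. Each set test called the 1 changed set and 0 of 20 unchanged sets. With only a trend by gene length set, 3 genes were called, and 0 with the gene-length offset.

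Not analysed here were the alignment of the reads, the TCIA, ImmPort, GSEA, KEGG and Disease Ontology gene lists, the patients' data behind the clinical model, and the part of the paper's tables that could not be read.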

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

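The gene-length offset, thinning and leaving out mitochondrially encoded genes were alternatives set earlier, as was the count of DEGs under other splits of the libraries. The other tests of technical explanations in this part were chosen after the results were seen. The 3 results come from the AP001189.3 libraries, for which the paper's text reports no DEGs or gene sets.

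The first is the number of DEGs, 3180 for AP001189.3 against the control group, a signal in data that the paper did not analyse in its text. Of the 10 splits of these 6 libraries into groups of 3, 1 gave as many DEGs, the real split, which is the smallest number possible. The other splits gave at most 1 DEG, with 211 to 655 genes at an unadjusted p under 0.05 against 5125 in the real split. Each of them mixes libraries of both groups, so a real difference counts as error there. Their low counts therefore do not show what unchanged groups would give. The levels of genes relative to the mean library rose with GC content in the AP001189.3 libraries (Spearman's rho across genes 0.20 to 0.35), and in the control libraries the relation was negative (-0.28 to -0.0036). With a GC-content offset 2449 DEGs were counted, which argues against a GC trend as the whole cause, though it may account for part of the count. When all 9 libraries were fitted together, the count was 437. That fit takes its error from the LINC00996 libraries too, where replicate 1 differed from replicates 2 and 3 by a chi-square value of 22.4 and 33.3 per gene. The same fit raised the count for LINC00996 against control from 3588 to 4659. Whether the shared error accounts for the lower count of 437 was not tested. PSENEN, TAF10, COX8A and MRPL12 were higher than in the control group in the LINC00996 libraries too, with log2 fold changes of 3.59, 2.18, 1.48 and 2.64. Their log2 fold changes between LINC00996 and AP001189.3 were 0.73, 0.09, 0.39 and 0.47, and none of these was past the threshold of edgeR's test. With 1 library left out they ranged from 0.24 to 0.97, -0.39 to 0.37, 0.019 to 0.58 and 0.13 to 0.71, so the sign for TAF10 was not stable. A difference of the control libraries from both other groups therefore stays open for these genes. Among the 5 genes named for a fall, FTH1P7 and AC144530.1 were also lower with LINC00996 than in the control group (-1.71 and -2.02), so the same stays open for them. RPS23 (0.25), RPSAP47 (-0.99) and AC010343.1 (0.58) were not past the threshold in that comparison, where LINC00996 replicate 1 stood far above replicates 2 and 3. In replicates 2 and 3 each of these genes was below every control library, with RPS23 at 79.2 and 77.4 CPM against 92.7 to 110 CPM in control. The same therefore stays open for these genes too.

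The second is the set of interferon-stimulated genes, with a median log2 fold change of 0.21 (55 of 60 higher). The median was 0.21 with the GC-content offset, 0.19 with the gene-length offset, 0.20 with every library thinned to the smallest, and 0.20 without the mitochondrially encoded genes, a small group that took at least 5.26% of the counts of each library. Random lists matched on expression and transcript length had a median of 0.012, with 95% of lists between -0.038 and 0.067. These values argue against GC content and gene or transcript length as the cause. Library totals (15600778 to 17383842 with AP001189.3, 16114345 to 17390680 in control) overlapped between the groups. So did the mitochondrial share of counts (5.32 to 5.52% with AP001189.3, 5.26 to 5.66% in control). Thinning and leaving out the mitochondrially encoded genes therefore had little to remove, and could not test library size or a few abundant genes. As large a value came from 1 of the 10 splits, the smallest number possible. For the other sets of this comparison, 1 split also gave as large a value for cytokines and chemokines, the NF-kB pathway, immune genes by description, complexes III and IV and the nuclear oxidative phosphorylation genes. It was 2 splits for antigen presentation, 3 for complex I, 4 for ribosomal proteins, 7 for ATP synthase and 9 for the mitochondrially encoded genes. With an estimated inter-gene correlation, camera's adjusted p for the interferon-stimulated genes was 0.110, within a range of 1.42e-16 to 0.110 over the alternatives. An effect of AP001189.3 may be a hypothesis for this set, and a difference between groups in plasmid dose, transfection or the plasmid backbone was not tested and stays open.

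The third is the number of immune genes by description among the DEGs, 99, with 73 higher. As many came from 1 of the 10 splits, the real one. The other splits gave 0 such genes, with at most 1 DEG of any kind and 211 to 655 genes of any kind at an unadjusted p under 0.05. Since those splits mix both groups, these counts do not show what unchanged groups would give. With DESeq2 in place of edgeR the odds ratio was 1.15 (two-sided Fisher's exact test, p = 0.248, within a range of 2.56e-05 to 0.248 over its alternatives), against 1.44 with edgeR. Without control replicate 1 the odds ratio was 1.25, not past the threshold. The DESeq2 value was taken over all genes with counts, including those under edgeR's filter. Its fall can therefore come from the wider background as well as from the tool. The result also depends on 1 library, and no further explanation of it was tested.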

How the results depend on the processing

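The GC-content and transcript-length offsets in this part, and leaving out libraries for the immune genes among the DEGs, were chosen after the data were seen. Counts of DEGs are given in the order LINC00996 against control, AP001189.3 against control and LINC00996 against AP001189.3, where the main counts are 3588, 3180 and 3452.

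Thresholds moved these counts by construction. With an absolute log2 fold change of at least 1 added, edgeR gave 759 (275 higher, 484 lower), 158 (116 higher, 42 lower) and 666 (96 higher, 570 lower). DESeq2 with those thresholds gave 679 (230 higher, 449 lower), 101 (78 higher, 23 lower) and 575 (78 higher, 497 lower). At an unadjusted p of at most 0.05, edgeR gave 5650 (2856 higher), 5125 (2733 higher, 2392 lower) and 5518 (2675 higher), and DESeq2 gave 2646 higher in the LINC00996 comparison and 2431 higher in LINC00996 against AP001189.3. With both an unadjusted p and that fold change, edgeR gave 889 (338 higher, 551 lower), 248 (176 higher, 72 lower) and 784 (150 higher, 634 lower), and DESeq2 gave 1014 (375 higher, 639 lower), 326 (221 higher, 105 lower) and 890 (166 higher, 724 lower).

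Among choices of processing, the GC-content offset gave 6018 DEGs (3085 higher, 2933 lower) with LINC00996 against control and 5968 (3296 higher) with LINC00996 against AP001189.3. All 9 libraries in 1 fit gave 437 (344 higher, 93 lower) with AP001189.3 against control. The cause of these changes was not tested. DESeq2, library size alone, no filter, the filter of at least 10 counts, thinning, leaving out mitochondrially encoded genes and the length offsets stayed within 1.5 times the main counts in every comparison. With library size alone, however, the balance of directions turned, with 2006 higher and 1669 lower, 1608 higher and 1719 lower, and 2129 higher and 1667 lower. It also turned with the GC-content offset in all 3 comparisons. In the comparisons with LINC00996 it turned with the gene-length and transcript-length offsets, and against control also with no filter and at edgeR's unadjusted p.

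A term for the replicate number gave 4500, 3466 and 3772 DEGs. Deviations from the group mean correlated across genes by -0.0204 to 0.149 between libraries with the same number, against means of -0.0428 to -0.0118 for different numbers. Deviations from a group mean cancel out within the group, so the means for different numbers follow from the other values and are no separate reference. The libraries were treated as sharing a number only, and a pairing by replicate number stays open. The replicate block together with the GC-content offset gave 5997 (3071 higher, 2926 lower) and 5940 (3288 higher) for the comparisons with LINC00996. In LINC00996 against AP001189.3, the block gave 2342 higher with the gene-length offset and 2451 higher with the transcript-length offset.

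Across the fits that each left out 1 library, the DEGs ranged from 1925 to 5481 (803 to 2621 higher, 1122 to 2860 lower), from 1914 to 3598 (1235 to 1988 higher, 679 to 1610 lower) and from 1840 to 6828 (597 to 3326 higher, 1243 to 3502 lower). The highest counts of the first and last comparison, 5481 and 6828, came without LINC00996 replicate 1. Leaving out any control library in the first gave 2094, 1925 or 2162, and any AP001189.3 library in the last gave 1840, 1957 or 1933, with 2125 without LINC00996 replicate 2. In AP001189.3 against control, 1974 came without control replicate 2 and 1914 without AP001189.3 replicate 2, and 847 lower without AP001189.3 replicate 3. Smaller groups lower the power of the test, which does not explain the rise without LINC00996 replicate 1.

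For LINC00996 against control, the direction of all 11 sets was the same under all alternatives. With an estimated inter-gene correlation, camera's test was no longer passed by interferon-stimulated genes (median log2 fold change -0.66), complex I (0.40), ATP synthase (0.44), complexes III and IV (0.53), mitochondrially encoded genes (0.38), ribosomal proteins (0.37) and the nuclear oxidative phosphorylation genes (0.43), with adjusted p between 0.0570 and 0.251. For LINC00996 against AP001189.3, it was not passed by complex I (0.34), ATP synthase (0.48), complexes III and IV (0.33), ribosomal proteins (0.34) and the nuclear oxidative phosphorylation genes (0.36), and complex I (0.34) was not passed under fry either. These medians do not change with the test, and the estimated correlation widens the test's error by construction.

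For AP001189.3 against control, camera with an estimated correlation was not passed by interferon-stimulated genes (0.21), antigen presentation (0.065), cytokines and chemokines (0.23), the NF-kB pathway (0.17), immune genes by description (0.067) and complexes III and IV (0.25). The transcript-length offset weakened cytokines and chemokines (0.14) and complexes III and IV (0.15), and with the replicate block also antigen presentation (0.034) and immune genes by description (0.042). The gene-length offset weakened complexes III and IV (0.17) and, with the block, immune genes by description (0.038), as did the GC-content offset with the block (0.036). The nuclear oxidative phosphorylation genes passed under fry (0.052) and with the GC-content offset, with or without the block (0.036). Signs turned for complex I with the gene-length offset (-0.029) and the transcript-length offset (-0.033), for mitochondrially encoded genes with the GC-content offset (0.051), for ribosomal proteins with the transcript-length offset (-0.011), and for the nuclear oxidative phosphorylation genes with the gene-length offset (-0.029) and the transcript-length offset (-0.016), each with or without the block. With 1 library left out, the medians ranged from -0.048 to 0.011 for ATP synthase, from -0.059 to 0.020 for mitochondrially encoded genes and from 0.0093 to 0.053 for the nuclear oxidative phosphorylation genes. They ranged from 0.0030 (without AP001189.3 replicate 1) to 0.076 (without AP001189.3 replicate 2) for complex I and from 0.032 (without control replicate 3) to 0.067 (without control replicate 1) for ribosomal proteins. ATP synthase turned without control replicate 3 (0.011), and the mitochondrially encoded genes without control replicate 2 (0.0014) or AP001189.3 replicate 3 (0.020). The nuclear oxidative phosphorylation genes passed without control replicate 3 (0.053). The cause of these changes was not tested. Among immune genes by description in the DEGs of this comparison, DESeq2 gave an odds ratio of 1.15, no longer past the threshold, on a background that includes genes under edgeR's filter. The added fold-change threshold gave 3.47 and the filter of at least 10 counts 1.46. With 1 library left out the odds ratio ranged from 1.25 to 1.75, and without control replicate 1 (1.25) it was not past the threshold, for which the cause was not tested. For LINC00996 against AP001189.3, it ranged from 2.05 to 11.3 over DESeq2, the fold-change threshold and the stricter filter, and from 2.12 (without LINC00996 replicate 1) to 4.91 with 1 library left out.

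Of 68 results for named genes, 58 kept their direction and side of the threshold in all alternatives. Over 1351 values, 8 were weaker, 6 were stronger and 4 were reversed. Among these 68 results, signs turned only where edgeR made no call and 1 library was left out. The ranges were -0.31 to 0.090 for LINC01138 (0.090 without control replicate 2) and -0.026 to 0.19 for SREBF2-AS1 (-0.026 without control replicate 3). For AC123595.1 the range was -0.24 to 0.10 (0.087 without control replicate 1 and 0.10 without LINC00996 replicate 3).

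The overexpressed lncRNAs have no value under the filter of at least 10 counts in every library, since they fall under it in the control libraries. At this depth, differences in genes such as SYK and LCK, with 8 or fewer counts in every library, were not detectable.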

Differences from the paper's values

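The paper states 1014 DEGs with LINC00996, while the count here was 3588, and it states 639 downregulated DEGs against 1866 here. Among the alternatives set before the data were examined, those with an absolute log2 fold change of at least 1 come within 1.5 times the paper's values. They gave 759 DEGs (484 lower) with edgeR's adjusted p, 679 (449 lower) with DESeq2's adjusted p, and 889 (551 lower) with edgeR's unadjusted p. DESeq2 with an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1 gave 1014 DEGs, 639 of them lower, which equal the paper's values. The alternatives without a threshold on the fold change did not close the gap. Those set before the data were examined gave 1925 to 5650 DEGs, of which 1122 to 2860 were lower. DESeq2 with the adjusted p under 0.05 that Data Sheet 3 states gave 3558 (1870 lower). The GC-content offset, added later, gave 6018 (2933 lower).

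The key of Fig. 7A gives about 2600 genes higher and about 2700 lower at an unadjusted p of at most 0.05 with no threshold on the fold change, read by eye. The same counts here were 2856 and 2794 with edgeR and 2646 and 2708 with DESeq2.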

Other observations

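The tests on GC content, transcript length, pseudogenes, replicate 1 of LINC00996 and the shared control libraries, and the splits for gene sets and for immune genes among the DEGs, were chosen after the results were seen. The tests on the control libraries, gene length, a few abundant genes and library size, and the splits for DEGs, were set earlier.

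Interferon-stimulated genes were lower with LINC00996 than with the control plasmid, as were the other 4 immune sets. A higher immune response in the control libraries would leave LINC00996 and AP001189.3 alike, but the median log2 fold change between these groups was -0.95, with 59 of 60 genes lower with LINC00996. Against control, the median was -0.62 with the gene-length offset, -0.65 without the mitochondrially encoded genes, -0.66 with every library thinned to the smallest and -0.65 with the GC-content offset. Random lists matched on expression and transcript length had a median of -0.0056, with 95% of lists between -0.10 and 0.094, against -0.65 for the set by edgeR's log2 fold changes. These values argue against each of these technical explanations apart from library size. Library totals overlapped between the groups (15272450 to 18125447 with LINC00996, 16114345 to 17390680 in control), so thinning had little to remove. Of the 10 splits of the 6 libraries, 1 (the real split) gave as large a value for each of the 5 immune sets, as many DEGs and as many immune genes among them, the smallest number this design allows. The other splits gave 0 DEGs, with 111 to 747 genes at an unadjusted p under 0.05 against 5650. Since they mix both groups, a real difference counts as error in them, and their counts do not show what unchanged groups would give. What stays open is a difference between groups in plasmid dose, transfection or plasmid backbone, which was not tested. A response of immune genes to LINC00996 may be a hypothesis, found and tested on the same libraries.

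Oxidative phosphorylation and ribosomal protein genes were higher with LINC00996. For the nuclear oxidative phosphorylation genes, the median log2 fold change was 0.36 against AP001189.3, which argues against a difference of the control libraries alone. Against control it was 0.40 with the gene-length offset, 0.45 with the GC-content offset and 0.30 without LINC00996 replicate 1, so these argue against gene length, GC content or that library as the whole cause. Matched lists had a median of 0.22 against 0.45 for these genes, and 0.12 against 0.39 for ribosomal proteins. A loss of long or a gain of short transcripts in the LINC00996 libraries could therefore account for part of the rise. With the transcript-length offset the median of the nuclear oxidative phosphorylation genes was 0.35. The length used was that of the longest transcript the annotation ranks first, which can exceed that of the one expressed. Genes outside the sets with transcripts of up to 700 bases had a median of 0.42, so length as the whole cause stays open. The 36 members without a pseudogene copy in the annotation had a median of 0.49, with 33 higher, which argues against reads shared with pseudogenes. For ribosomal proteins only 2 members have no such copy (median 0.28), too few to decide, so a change in the genes and a change in how reads were shared with their pseudogenes cannot be told apart. As large a value came from 1 of the 10 splits for each of the 6 sets of energy metabolism and ribosomal proteins. None of these sets passed camera's test against control with an estimated inter-gene correlation, so a shared technical trend in a few libraries stays open, as do plasmid dose, transfection and backbone.

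The paper reports no comparison of LINC00996 with AP001189.3, which gave 3452 DEGs among 16095 genes tested by edgeR, 1510 higher and 1942 lower with LINC00996. In 39.2% of genes the groups did not overlap, against 10% by chance. Without LINC00996 replicate 1 there were 6828 DEGs, while without LINC00996 replicate 2 there were 2125 and without AP001189.3 replicate 1, 2 or 3 there were 1840, 1957 and 1933. With library size alone as the scaling, 2129 were higher and 1667 lower, and more were also higher than lower with the offsets for gene length, transcript length and GC content. The level of AP001189.3 was at least 712-fold lower in the LINC00996 group, and that of LINC00996 was 627-fold higher. Leaving out these overexpressed lncRNAs, the genes that fell with the smallest adjusted p, among those with no overlap and an absolute log2 fold change of at least 1, were CCL5 (log2 fold change -3.08), CX3CL1 (-3.13), IL4I1 (-2.83), IDO1 (-2.81) and HLA-B (-2.17), and genes that rose were CDCA7L (1.39), CNTN1 (1.18), CPLX2 (1.06), ANXA13 (1.02) and SLITRK6 (1.25). Median log2 fold changes of the sets were -0.95 for interferon-stimulated genes, -1.08 for antigen presentation, -1.35 for cytokines and chemokines, -0.99 for the NF-kB pathway and -0.41 for immune genes by description. They were 0.34 for complex I, 0.48 for ATP synthase, 0.33 for complexes III and IV, 0.44 for mitochondrially encoded genes and 0.34 for ribosomal proteins. Without LINC00996 replicate 1, complex I, complexes III and IV and ribosomal proteins each had a median of 0.21. Immune genes by description were 177 of 3200 protein-coding DEGs (odds ratio 3.62, 95% confidence interval 2.90 to 4.53, two-sided Fisher's exact test, p = 4.58e-30). The odds ratio was 2.05 with DESeq2 and its wider background, 2.12 without LINC00996 replicate 1 and 11.3 with an absolute log2 fold change of at least 1 added to the threshold. Of the 10 splits, 1 gave as many DEGs, as many immune genes among them and as large a value for each of the 11 sets. The other splits, which mix both groups and so count a real difference as error, gave 0 DEGs, with 105 to 877 genes at an unadjusted p under 0.05 against 5518.

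The paper names PD-L1, LCK and SYK from patients' data, where their protein levels correlated positively with LINC00996, and its Introduction names STAT3. The values here are RNA levels in a cell line, so they do not test that correlation. For CD274 the direction with LINC00996 was the opposite of it. In A549, CD274, which encodes PD-L1, had 40.8 ± 4.11 CPM in the control group, 12.8 ± 2.70 CPM with LINC00996 and 61.1 ± 6.15 CPM with AP001189.3 (SD, n = 3 each). The log2 fold change against control was -1.67 with LINC00996 (standard error 0.15, adjusted p = 2.05e-05) and 0.58 with AP001189.3 (standard error 0.08, adjusted p = 1.25e-05), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. STAT3 had a log2 fold change of -0.35 with LINC00996 (standard error 0.08, adjusted p = 0.00934 by the same edgeR test). It was no longer past the threshold without control replicate 2 (-0.35) or without LINC00996 replicate 2 (-0.32). With AP001189.3 the log2 fold change of STAT3 was 0.07, not past the threshold. SYK had 4, 0 and 1 counts in the control libraries and 2, 1 and 8 with LINC00996, and LCK had 0, 1 and 2 counts and 0 in each LINC00996 library. Neither gene passed the filter for the test.

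Of the 18 lncRNAs in Table 1, only LINC00996 was past the threshold of edgeR's test in the LINC00996 comparison. Besides it, 8 could be tested, with log2 fold changes of -0.38 for MSC-AS1, 0.48 for TMPO-AS1, -0.14 for LINC01138, -0.30 for ABALON, 0.06 for SREBF2-AS1, -0.08 for AC123595.1, 0.34 for VIM-AS1 and 0.59 for AL606489.1. With 1 library left out, the range was -0.65 to -0.06 for ABALON, 0.13 to 0.46 for VIM-AS1 and 0.10 to 0.97 for AL606489.1. TMPO-AS1 passed under 6 of the alternatives. Counts of the antisense genes among these 8 are uncertain, since the counting is not stated to use the strand. Of those under the filter in this comparison, IPO5P1 (listed under 2 identifiers), AC008763.1 and AC025048.4 had at most 11 counts in any library, and AC245595.1, SFTA1P and AL589843.1 at most 5. AC026355.1 and AL391121.1 had 0 counts in all 9 libraries, and AP001189.3 had at most 2 in the libraries of this comparison.

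The changes with LINC00996 and with AP001189.3 against control were compared across 16560 genes, which are not independent replicates. Pearson's r was 0.359 and Spearman's rho 0.344, and 62.1% of genes had the same sign. Unchanged groups simulated against the same control libraries gave r of 0.501 on average (0.481 to 0.524), rho of 0.463 and the same sign in 66.7%. The real groups have changes of their own, which alter r, so these simulated values are no reference for the observed ones. With each library left out in turn, r lay between 0.290 and 0.438. When no control library was used in both comparisons, r lay between 0.120 and 0.229, while simulated unchanged groups gave -0.0365 to 0.0362. This argues against shared controls as the only source of the correlation, and a technical trend common to both transfected groups stays open. Among 15774 genes tested in both comparisons, 1196 were DEGs in both. Of these, 580 were higher in both, 334 were lower in both, 243 were lower with LINC00996 and higher with AP001189.3, and 39 the reverse. Among 238 protein-coding genes of the third kind, 39 were immune by description (odds ratio 8.46, 95% confidence interval 5.73 to 12.2, two-sided Fisher's exact test, p = 4.95e-21), and 29 were interferon-stimulated genes.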
